# Antigen presentation deficiency, mesenchymal differentiation, and resistance to immunotherapy in the murine syngeneic CT2A tumor model

**DOI:** 10.3389/fimmu.2023.1297932

**Published:** 2023-12-28

**Authors:** J. Bryan Iorgulescu, Neil Ruthen, Ryuhjin Ahn, Eleni Panagioti, Prafulla C. Gokhale, Martha Neagu, Maria C. Speranza, Benjamin K. Eschle, Kara M. Soroko, Raziye Piranlioglu, Meenal Datta, Shanmugarajan Krishnan, Kathleen B. Yates, Gregory J. Baker, Rakesh K. Jain, Mario L. Suvà, Donna Neuberg, Forest M. White, E. Antonio Chiocca, Gordon J. Freeman, Arlene H. Sharpe, Catherine J. Wu, David A. Reardon

**Keywords:** immunotherapy, resistance, mouse model, cancer, antigen presentation machinery, glioblastoma, mesenchymal

## Abstract

**Background:**

The GL261 and CT2A syngeneic tumor lines are frequently used as immunocompetent orthotopic mouse models of human glioblastoma (huGBM) but demonstrate distinct differences in their responses to immunotherapy.

**Methods:**

To decipher the cell-intrinsic mechanisms that drive immunotherapy resistance in CT2A-luc and to define the aspects of human cancer biology that these lines can best model, we systematically compared their characteristics using whole exome and transcriptome sequencing, and protein analysis through immunohistochemistry, Western blot, flow cytometry, immunopeptidomics, and phosphopeptidomics.

**Results:**

The transcriptional profiles of GL261-luc2 and CT2A-luc tumors resembled those of some huGBMs, despite neither line sharing the essential genetic or histologic features of huGBM. Both models exhibited striking hypermutation, with clonal hotspot mutations in RAS genes (*Kras* p.G12C in GL261-luc2 and *Nras* p.Q61L in CT2A-luc). CT2A-luc distinctly displayed mesenchymal differentiation, upregulated angiogenesis, and multiple defects in antigen presentation machinery (e.g. *Tap1* p.Y488C and *Psmb8* p.A275P mutations) and interferon response pathways (e.g. copy number losses of loci including IFN genes and reduced phosphorylation of JAK/STAT pathway members). The defect in MHC class I expression could be overcome in CT2A-luc by interferon-γ treatment, which may underlie the modest efficacy of some immunotherapy combinations. Additionally, CT2A-luc demonstrated substantial baseline secretion of the CCL-2, CCL-5, and CCL-22 chemokines, which play important roles as myeloid chemoattractants.

**Conclusion:**

Although the clinical contexts that can be modeled by GL261 and CT2A for huGBM are limited, CT2A may be an informative model of immunotherapy resistance due to its deficits in antigen presentation machinery and interferon response pathways.

## Introduction

Therapeutic blockade of inhibitory immune checkpoint pathways (*e.g.*, PD-1/PD-L1 and CTLA-4) has transformed the care of patients across multiple cancer types, including many formerly intractable advanced cancers (1). However, for human IDH-wildtype glioblastoma (huGBM)—a common and aggressive brain cancer typified by a median survival of just 14-22 months depending on *MGMT* promoter methylation status (2, 3)—the near-uniform negative results of single-agent immune checkpoint blockade (ICB) clinical trials have been disappointing (4–6). The intracranial location of huGBM and the blood brain barrier by themselves do not appear to preclude effective anti-tumoral immunity, since ICB has been successful in treating brain metastases from a variety of primary cancers (7, 8). In contrast to many brain metastasis types, however, huGBM is characterized by a ‘cold’ (i.e., a paucity of T cells) immune microenvironment. This immuno-resistance has been also ascribed to other multifaceted sources, including: 1) a dominance of suppressive myeloid cells; 2) a low tumor mutational burden; 3) limited PD-L1 expression; 4) T cell sequestration in the bone marrow; and 5) immunosuppression mediated by the frequent need for high-dose corticosteroids to treat symptomatic cerebral edema (9–12). In an effort to overcome these barriers, numerous immunotherapeutic approaches are currently under clinical investigation for huGBM, including immunomodulatory agents (e.g. NCT04547777), peptide vaccination (e.g. NCT02287428), oncolytic virotherapy (e.g. NCT03152318), adoptive cell therapy (e.g. NCT05660369), and next-generation immune checkpoint modulators (e.g. NCT04826393) – which have been extensively reviewed elsewhere (10).

A valuable cornerstone of preclinical oncology research is the use of syngeneic orthotopic murine cancer lines as immunocompetent models of cancer. For huGBM, the two frequently used lines are GL261 and CT2A, both of which were generated by injecting the carcinogen methylcholanthrene into the brains of mice (13–15). As with other methylcholanthrene-derived cancers, both GL261 and CT2A exhibit a striking degree of hypermutation, which contrasts with the low tumor mutational burden typically observed in huGBM (16, 17). However, whereas GL261 is readily responsive to several immunotherapies, we and others have previously demonstrated the broad resistance of the syngeneic CT2A mouse model to diverse single-agent immunotherapies, including PD-1/PD-L1 pathway inhibition, vaccine therapy, and oncolytic virotherapy (12, 17–21) – a phenotype that is observed even in CT2A lines that express the immunogenic luciferase protein (12, 19). Given the urgent need to devise better therapeutics for huGBM, our specific aim was to decipher the cell-intrinsic mechanisms driving the broad immuno-resistance in CT2A and to define the aspects of human cancer biology that these lines can best model for further preclinical research. To achieve this aim, we systematically characterized these lines using multi-modal profiling, including genomic, transcriptomic, protein, immuno-peptidomic, and phospho-peptidomic analyses.

## Materials and methods

All animal experiments were approved by the Dana-Farber Cancer Institute and Harvard Medical School Animal Care and Use Committees.

### Cell culture

Luciferase-transduced GL261 cells (GL261-luc2; RRID: CVCL_X986) were obtained from PerkinElmer (Waltham, MA). CT2A cells were obtained from Thomas Seyfried (Boston College; RRID: CVCL_ZJ44) and transduced using firefly luciferase lentiviral particles (CT2A-luc; Kerafast Inc., Boston, MA). Cell lines were expanded and frozen at the same generation. For experiments, cells were thawed and cultured at 37°C in a humidified incubator with 5% CO_2_ using Dulbecco’s Modified Eagle Medium supplemented with 10% heat-inactivated fetal calf serum and 100 μg/mL G418 (for GL261-luc2) or 2 μg/mL puromycin (for CT2A-luc). Cultures were regularly tested as negative for mycoplasma. Luciferase was used to enable bioluminescent imaging and ensure that tumors’ engraftments were comparable prior to extraction or therapeutic experiments.

For the second set of experiments (Cohort B), a truncated human *CD19* reporter gene was introduced into GL261-luc2 and CT2A-luc as previously described (22). The purity of hCD19-positive tumor cells was confirmed by flow cytometry following sorting, using isotype controls for comparison. Unless otherwise noted, all cell lines were grown as adherent cultures. Neurospheres were cultured as previously described (23). All cell lines were fingerprinted using their DNA/RNA sequencing data.

### Intracranial tumor cell inoculation

Thawed cells were cultured for up to three passages prior to intracranial implantation. 1×10^5^ GL261-luc2 cells or 0.25×10^5^ CT2A-luc cells were suspended in phosphate-buffered saline (PBS) and stereotactically injected into the right striatum of anesthetized, female 7-10 week-old, albino C57BL/6 mice (Jackson Laboratory; Bar Harbor, ME). For GL261-hCD19-luc2 and CT2A-hCD19-luc, 2×10^5^ cells were implanted.

### Survival experiments

For checkpoint immunotherapy, all antibodies were injected intraperitoneally as previously described (12, 18). The 332.8H3 mouse anti-mouse PD-1 monoclonal antibody (IgG1; generated in Gordon Freeman’s laboratory; with MOPC21 isotype control [BioXCell, West Lebanon, NH]) and/or CTLA-4 antibody (clone 9D9, BioXCell) were administered as a loading dose (500 μg) on day 6 after tumor implantation, followed by 250 μg injections every 3 days for 7 additional doses. The OX40 antibody (clone OX-86, BioXCell; with rat IgG1 clone HRPN isotype control) was administered as 100 µg weekly, either for 2 doses starting on day 6 for GL261-luc2 or 3 doses starting on day 3 for CT2A-luc. All monoclonal antibodies contained <2 EU/mg endotoxin. Bioluminescent imaging (BLI) was used to identify mice with growing tumor burden for randomization into experimental cohorts, which included 8 mice per experimental arm. Bioluminescence imaging involved subcutaneous injection of D-luciferin and imaging with the IVIS imaging system approximately once each week across experiments, as previously described (18). Mice were euthanized for signs of morbidity or after ≥100 days if healthy appearing.

### Bulk whole exome sequencing (WES) and RNA sequencing (RNAseq)

*In vitro* GL261-luc2 and CT2A-luc cells, and GL261-luc2 and CT2A-luc *ex vivo* bulk tumors (harvested 22-24 days after implantation) were prepared for DNA and RNA extractions, library preparations, and sequencing that were performed at GENEWIZ (South Plainfield, NJ). For *in vitro* GL261-luc2 and CT2A-luc cells, and GL261-luc2 and CT2A-luc *ex vivo* bulk tumors, DNA was extracted using the PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific, Waltham, MA) and the sequencing libraries were prepared using the SureSelectXT Mouse All Exon Kit (Agilent, Santa Clara, CA). Fragmented DNAs were cleaned up, end repaired, and adenylated at the 3’ends. Adapters were ligated to the DNA fragments, which were then enriched with limited cycle PCR. 200 ng adapter-ligated DNA fragments were hybridized with biotinylated RNA baits at 65°C for 24 hours. The hybrid DNAs were captured by streptavidin-coated magnetic beads, extensively washed, and then amplified and indexed with Illumina indexing primers.

Total RNA was extracted using RNeasy Plus Mini kit (Qiagen, Hilden, Germany) and sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA). mRNAs were enriched with Oligod(T) beads and fragmented for 15 minutes at 94°C. First-strand and second-strand cDNA were synthesized, end repaired, adenylated at 3’ends, and ligated to universal adapters; followed by index addition and library enrichment by PCR with limited cycles.

For GL261-hCD19-luc2 and CT2A-hCD19-luc, tumor cells were first isolated from dissociated *ex vivo* tumors by bead-based positive magnetic selection for hCD19 (Miltenyi). RNA was isolated using the RNeasy Mini kit. First-strand Illumina-barcoded libraries were generated using the NEB RNA Ultra Directional kit, including 12 cycles of PCR enrichment. Libraries were subsequently sequenced on an Illumina NextSeq500 instrument using paired-end 37 bp reads. The DNA and RNA sequencing libraries were validated on the TapeStation (Agilent Technologies, Palo Alto, CA), multiplexed, and clustered onto flow cells for sequencing using a 2x150 bp Paired End configuration on the Illumina HiSeq. Raw sequence data were converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.17 software. One mis-match was allowed for index sequence identification.

### WES and RNAseq analysis

Default settings were used for all WES and bulk RNAseq analysis tools. For all samples, WES data were aligned to the mm10 reference genome using bwaMem (v0.7.15), then deduplicated and recalibrated with the Picard tools MarkDuplicates, BaseRecalibrator, and ApplyBQSR packaged in GATK (v4.1.8.1). SNVs were identified by consensus calling with Mutect2 (packaged in GATK 4.1.8.1) and Strelka2 (v2.9.3). InDels were identified by consensus calling with Mutect2 and Manta (v1.5.0) packaged with Strelka2. Variants were annotated using Ensembl VEP (v102). Contiguous copy ratio segments were identified with CollectReadCounts, DenoiseReadCounts, and ModelSegments packaged in GATK (v4.1.8.1). Recurrent CNVs were subsequently identified from these segmentation files with GISTIC2.0. All calls were tested against a panel of normals comprising three C57BL/6 tail samples. Tumor mutational burden was estimated based on the SureSelectXT Mouse All Exon Kit’s 49.6 MB capture.

Transcript abundances were estimated from RNA sequencing data directly using Salmon (v1.4.0) with the mm10 reference transcriptome. Differential expression analysis was performed using DESeq2 (v1.30.1), including genes with normalized transcript counts >10. Gene set enrichment analysis with the fgsea R package (v1.20.0) was performed across all genes pre-ranked by log_10_(p-value) * -(sign of the LFC). Additionally, the sequencing data were aligned to the mm10 reference transcriptome with STAR (v2.7.7a) and expression metrics for each gene were computed using RSEM (v1.3.3). Neoantigens were predicted from the aggregated results of the WES and bulk RNAseq analyses using the pVACseq pipeline (pVACtools v2.0.2) and vatools (v4.1.0). MHC I binding predictions were performed using a consensus of NetMHCpan, NetMHC, and PickPocket algorithms. RNA expression between samples was visualized using a heatmap, in which DESeq2 normalization was applied to the matrix of transcript counts, bounded to 1 if normalized value > 1 and to -1 if normalized value < -1, and then scaled to a range of 0 to 1 (by adding 1 to all counts and dividing by 2). Immune cell abundances were estimated from the RNA sequencing of bulk tumors using the murine Microenvironment Cell Population (mMCP) tool, according to default settings (24).

### Immunoprecipitation of MHC class I-bound peptides

Peptide-bound MHC and phosphopeptide samples were analyzed as previously described (25). GL261-luc2 and CT2A-luc tumors were flash-frozen 22-24 days after implantation. Following homogenization and clearing by centrifugation, 1.5 mg of lysate per sample was immunoprecipitated overnight at 4°C with 0.1 mg of anti-H2-K^b^ (clone Y3, BioXCell) and 0.1 mg of anti-H2-D^b^ (clone 28-14-8S; hybridoma from ATCC) bound to 20 μL FastFlow Protein A sepharose beads (GE Healthcare). Beads were washed with TBS and water and then peptide-bound MHCs were eluted with 10% acetic acid. Peptides were separated from antibody and MHC via 10K molecular weight cut-off filters (PALL life sciences), lyophilized, and stored in -80°C before labeling. For multiplexing, lyophilized peptide-bound MHCs were resuspended in 33 μL of labeling buffer (50% ethanol, 150 mM TEAB) and mixed with 40 μg of pre-aliquoted TMTpro 16plex Label Reagent (Thermo Fisher Scientific) resuspended in 10 μL of anhydrous acetonitrile. Labeling reaction occurred on a shaker for 4.5 hours at room temperature and quenched with 0.3% hydroxylamine. Samples were pooled and dried in SpeedVac centrifuge prior to cleaning up with SP3 protocol as previously described (25).

### Phosphopeptide enrichment

Tandem mass tag (TMT)-labeled samples were resuspended in IP buffer (1% Nonidet P-40, 100 mM Tris-HCl, pH 7.4) with protein G agarose beads conjugated to 24 μg of 4G10 V312 IgG and 6 μg PT-66 (Sigma) overnight at 4°C. Beads were washed with 100 mM Tris-HCl (pH 7.4), and eluted twice with 0.2% trifluoroacetic acid for 10 minute at room temperature followed by the enrichment of phosphopeptides using High-Select Fe-NTA enrichment kit (Pierce) with modification to the elution step (20 μL of elution buffer into a 1.7 mL microcentrifuge tube). Eluates were dried and resuspended in 10 μL of 3% acetonitrile in 0.1% formic acid for direct loading onto an in-house packed analytical capillary column (50 μm ID x 10 cm x 5 μm C18 beads; YMC gel). Supernatant from pTyr enrichment was used for fractionation as previously described into 10 fractions using high pH reverse‐phase chromatography on a ZORBAX C18 column. One tenth of each fraction was used for global proteomics analysis and the rest subjected to phosphopeptide enrichment using Fe-NTA enrichment kit for global phosphoproteomic analysis (25).

### Liquid chromatography tandem mass spectrometry

Peptide-bound MHC samples were analyzed using an Exploris 480 Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) coupled to an Agilent 1260 LC system. TMT-labeled peptides were resuspended in 3% acetonitrile/0.1% formic acid and loaded on a precolumn (100 um ID x 10 cm packed in-house with 10 μm C18 beads; YMC gel) connected in tandem to an in-house packed analytical column (50 μm ID × 15 cm and 1.9 μM C18 beads, ReproSil-Pur). Peptides were eluted using a gradient with 70% acetonitrile in 0.2 M acetic acid at the flow rate of 0.2 mL/min and a pre-column split of 2000:1. Standard mass spectrometry parameters were: spray voltage, 2.0 kV, no sheath or auxiliary gas flow, and heated capillary temperature of 275°C. The Exploris was operated in data dependent acquisition mode with the following MS1 parameters: scan range of 350-1200 m/z; resolution of 60,000; normalized AGC target of 300%; automatic IT; and dynamic exclusion (exclude precursors from selection for 30 seconds once fragmented twice within 20 second). Collection of MS2 spectra was performed under the following parameters: 60,000 resolution; isolation width of 0.4 m/z; maximum injection time (maxIT) of 250 ms; 100% normalized AGC target fragmented by HCD with 33% collision energy; 3 second cycle time; and exclusion of charge state <2 and >4.

Enriched tyrosine phosphopeptides were direct-loaded onto the analytical column as above, and were analyzed using an Exploris 480 Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) coupled to an Agilent 1260 LC system. Fractionated serine and threonine phosphopeptides were loaded onto in-house packed precolumn connected in tandem to an in-house packed analytical column, as described above. Peptides were separated using a 145 min gradient (11% for 10 min, 11-32% for 105 min, 32-60% for 10 min, 60-100% for 10 min, hold for 3 min, 100% to 0% for 7 min) with 70% acetonitrile in 0.2M acetic acid at flow rate of 0.2 mL/min with approximate pre-column split of 2000:1. Exploris was operated in data-dependent acquisition for MS1 scans with 350-2000 m/z scan range, 60,000 resolution, normalized AGC target of 300%, maxIT of 50 ms. For every full scan, MS2 spectra were collected with an isolation width of 0.4 m/z, maxIT of 250 ms, standard AGC target, fragmentation by HCD with 33% collision energy, resolution of 60,000, 3 second cycle time and dynamic exclusion (exclude for 45 sec if precursor occurs twice within 30 sec).

### Mass spectrometry data analysis

Mass spectra were analyzed using Proteome Discoverer (v2.5, Thermo Fisher Scientific) and searched using Mascot (v2.4) against the mouse Swiss-Prot database (v2021_03). For peptide-bound MHC, peptides were searched with no enzyme and variable methionine oxidation. Peptide spectrum matches were filtered by an ion score ≥15, length 8-11, search engine rank of 1, and aggregated across unique peptides. GibbsCluster 2.0 was used for motif analysis (26). For phosphoproteomic data, peptide spectrum matches were filtered by an ion score ≥20 for pTyr data and ≥25 for pSer/pThr data and search engine rank of 1. Missing values were converted to 1000 for downstream analysis. Data were processed in R studio (v4.1.0). Volcano plots were plotted with EnhancedVolcano and heatmaps were plotted with ComplexHeatmapR package. Global phosphoproteome data were subjected to PTM Signature Enrichment Analysis (27). KinMap was used for plotting kinases that were differentially phosphorylated (28). Protein expression between samples was visualized using a heatmap, in which Z-score normalization was applied to the matrix of protein MS expression values, bounded to 1 if normalized value > 1 and to -1 if normalized value < -1, and then scaled to a range of 0 to 1 (by adding 1 to all counts and dividing by 2).

### Immunohistochemical staining

GL261-hCD19-luc2 and CT2A-hCD19-luc tumor-bearing brains were harvested and fixed in 4% paraformaldehyde for 24 hours, paraffin-embedded, sectioned, and stained using standard hematoxylin & eosin stain and immunohistochemical methods, as previously described (29). Slides were scanned in brightfield on a Zeiss AxioScan.Z1 using a 20x objective. Antibodies are detailed in the **Supplemental Antibodies Table**.

#### Immunofluorescent staining

Formalin-fixed paraffin-embedded tissue sections of brains implanted with GL261-luc2 or CT2A-luc tumors were counterstained and immunolabeled using a 1:5000 dilution of Hoechst dye (10 mg/ml stock) in Odyssey Blocking Buffer to which anti-vimentin (AF594-conjugated, clone: D21H3; Cell Signaling #7675S) and anti-Ki67 (AF488-conjugated, clone: D3B5; Cell Signaling #11882S) primary antibodies were added at 1:25 dilutions. Tissue sections were incubated with the resulting counterstain/antibody solution for 1 hour in the dark at room temperature, rinsed in opaque Coplin jars containing fresh 1X PBS for 10 minutes in triplicate, and cover slipped in a 50% v/v glycerol solution diluted in 1X PBS immediately prior to imaging. Image tiles were acquired using a CyteFinder slide-scanning fluorescence microscope (RareCyte Inc.) at 20x magnification with 2x2 binning then stitched, registered, and flatfield-corrected using the MCMICRO image processing pipeline to generate whole-slide mosaic images. Tissue sections were also stained with hematoxylin and eosin for histological evaluation.

### Western blot

GL261-luc2 and CT2A-luc cells were seeded at 500,000 cells/well in 6-well plates and cultured for 48 hours with or without 50 ng/mL of recombinant murine IFNγ (#315-05, Peprotech) at 37°C in a humidified incubator with 5% CO2, and then lysed in RIPA buffer (#89900, Thermo Fisher Scientific) containing protease and phosphatase inhibitors (#11836153001, #524624; Sigma-Aldrich). SDS polyacrylamide gel electrophoresis was performed using 10 μg of each lysate boiled for 10 minutes in Laemmli sample buffer. Proteins were transferred onto a PVDF membrane using a wet Trans-Blot transfer system (Bio-Rad Laboratories), blocked with TBS buffer containing 3% milk for 1 hour at room temperature, incubated with primary antibody overnight at 4 °C, washed, and then incubated with rabbit secondary antibody (# NA934, GE Healthcare). Primary and secondary antibody dilutions were prepared with a TBS buffer containing 0.1% Tween20 and 3% milk. Staining was detected using Supersignal West Pico or Femto Chemiluminescent Substrate (Thermo Fisher Scientific) and Biorad ChemiDoc MP imaging system. Antibodies are detailed in the Supplemental Antibodies Table. Band densities were normalized to the sample’s corresponding B-actin band signal, averaged across experimental replicates, and compared between experimental conditions using AzureSpot Pro 1.4.

### Secreted protein and MHC expression analysis

GL261-luc2 and CT2A-luc were seeded at 1×10^6^ cells/well in 6-well plates with their respective media conditions, and treated with either none or 50 ng/mL of recombinant murine IFN-γ (BioLegend #575304) at 37°C in triplicate. The manufacturer-reported specific activity of the IFN-γ was 1-4×10^6^ units/mg. After 24 hours, the conditioned media were aspirated and frozen for storage. Wells were rinsed with PBS and the cells were detached by incubation with 0.5 mM EDTA in PBS. Cells were suspended in media, pelleted, and washed with media. Cells were then stained for 15 minutes with the Zombie Aqua Fixable Viability Kit (BioLegend) for live/dead discrimination. Samples were then washed, blocked with anti-mouse CD16/32 for 10 minutes and stained with fluorophore-conjugated antibodies (either H2-K^b^ with I-A/I-E, or H2-D^b^ alone) or respective isotype controls for 20 minutes on ice. PBS with 2% fetal bovine serum was used for antibody staining and washing. All antibodies were used at 1:100 dilution and detailed in the Supplemental Antibodies Table. Concurrently, splenocytes from a naïve mouse were dissociated, lysed with ACK buffer, and used as additional positive controls. Samples were washed and analyzed with a BD LSR Fortessa. Data were collected using FACSDiva (BD Biosciences) and then compensated and analyzed using FlowJo (v10, BD Biosciences).

For assessment of cytokine and chemokine signatures, the conditioned media were thawed, centrifuged at 3000 x *g* for 5 min to remove debris, and processed using the LEGENDplex bead-based immunoassay with cytokine and chemokine analyte panels (BioLegend #740446 Mouse Inflammation Panel and #740451 Mouse Proinflammatory Chemokine Panel) following the manufacturer’s instructions. Samples were acquired with FACSymphony A3 cell analyzer (BD Biosciences) and analyzed using the LEGENDplex Data Analysis Software Suite.

### Comparison of RNA sequencing from murine tumor and human tumor samples

Scaled TPM matrices across TCGA human cancer cohorts were obtained from the Broad GDAC Firehose (Firehose 2016_01_28 run) and multiplied by 1,000,000 to generate standard TPM values. The TPM matrices were previously created by aggregating RSEM gene-level outputs generated from bulk RNAseq data. Because the original read counts were unavailable, the TPM values were rounded to the nearest integers in order to simulate count data for use with DESeq2 (30). Using the same method, TPM matrices were generated from the GL261 and CT2A bulk RNAseq data. For comparability between human and mouse data, the orthologous genes shared by both species were identified from Ensembl Project’s “Multiple Species Comparison” function (Ensembl 102) and analyzed. Principal component analysis (PCA) and differential expression using DESeq2 were performed using default parameters. The top 500 differentially expressed genes (FDR-adjusted p < 0.05) were excluded from the PCA analysis to minimize species-specific differences and batch effects. As a metric for the overall transcriptomic similarity of the mouse models to each of the human cancers, the Euclidean distances in PCA-space were computed from the center of the mouse cohorts to the center of each human cohort. To visualize individual sample-to-sample differences and orthogonally confirm PCA clustering, clustered heatmaps were generated with the pheatmap package (v1.0.12) in R 4.1.1 (31). Representative histological images of human tumors were acquired from the Cancer Digital Slide Archive in cBioPortal (32, 33).

### Statistical analysis

Overall survival was measured from tumor implantation, estimated using Kaplan-Meier techniques and analyzed using logrank test with Bonferroni correction. Continuous variables were assessed using one-way ANOVA with the Holm-Šídák method to adjust for multiple comparisons. False discovery rates were calculated using Benjamini-Hochberg method. Analyses were performed with R, GraphPad Prism (v9.3.1), and Stata (v17.1).

## Results

### GL261-luc2 and CT2A-luc exhibit distinct biologic behavior, histology, and transcriptional profiles

To identify the intrinsic mechanisms of immunotherapy response and resistance in the GL261 and CT2A murine models, respectively, we systematically compared their proteogenomic profiles. Unless otherwise specified, all experiments were conducted on *ex vivo* tumor samples. The tumor lines were transduced with firefly luciferase to permit the tracking of intracranial tumor growth *in vivo* (Cohort A, **Figure 1A**). 

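RNA was sequenced from 4 bulk ex vivo GL261-luc2 tumors and 4 bulk ex vivo CT2A-luc tumors, murine gliomas grown in the brains of immunocompetent mice. The paper states that 100000 GL261-luc2 or 25000 CT2A-luc cells were implanted and that tumors were harvested 22 to 24 days later. Libraries were prepared from oligo(dT)-selected RNA and read as pairs of 150 bases. The authors estimated reads per transcript with Salmon against the mm10 (GRCm38) transcriptome and, separately, expected counts per gene with STAR and RSEM; neither kind of value was normalized. Here the Salmon estimates were summed per gene and rounded to whole counts, and the RSEM values served as an alternative. The GL261-luc2 libraries held 34622622 to 42608400 estimated reads (median 37121909) and the CT2A-luc libraries 9590096 to 9853530 (median 9623550), so that depth differed with the line. Genes with a mean TMM-normalized count above 10 over the 8 libraries were tested, 16434 in all, with the quasi-likelihood test of edgeR, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are CT2A relative to GL261 throughout. On simulated data of the same design with 200 changed genes, the test recovered 8% of genes changed 2-fold and 65% of genes changed 4-fold. The share of normal brain in the samples varied. A neuron marker score, the mean log2(CPM + 1) of 9 neuronal genes, ran from 4.27 to 8.45 among GL261-luc2 tumors and from 5.79 to 8.11 among CT2A-luc tumors, and did not differ between the lines by a two-sided exact permutation test (p = 0.714, smallest possible p = 0.0286).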

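Tumor cells were sorted with beads from tumors of both lines, and their RNA was sequenced. The paper gives 200000 implanted cells and reads of 37 bases in pairs. Sorted libraries from 4 GL261 tumors and 3 CT2A tumors were analysed here; another GL261 library shown in Figure 3C was not analysed here. The paper names a directional library kit for these samples, whereas the sample labels name the kit of the bulk tumors for every library. The GL261 libraries held 7599935 to 10548568 estimated reads (median 9956855) and the CT2A libraries 8325102 to 9641749 (median 8985627). The authors' Salmon values were handled as for the bulk tumors, and 13789 genes passed the same minimum and were tested between these 7 libraries. On simulated data of this design, 28% of genes changed 2-fold and 84% of genes changed 4-fold were recovered. The sorted libraries still held transcripts of marker genes of other cells. Whether the tumor cells themselves made some of them was not tested. A macrophage marker score, the mean log2(CPM + 1) of 13 genes, was 5.67 ± 0.557 (SD, n = 3) in CT2A and 4.89 ± 1.25 (SD, n = 4) in GL261 cells (two-sided exact permutation test, p = 0.457, smallest possible p = 0.0286), and 1 GL261 library, replicate 81, stood at 3.12. The oligodendrocyte score was 2.72 ± 0.128 (SD, n = 3) in CT2A and 4.69 ± 0.759 (SD, n = 4) in GL261 cells (exact permutation p = 0.0286, adjusted p = 0.2 over 14 cell types). Subline, number of implanted cells, sort, read length and sequencer all differ between bulk and sorted samples. None of these can be told apart from the others. Whether the kit differed is left open by the labels.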

We further extended our analysis of tumor cell-specific attributes through the evaluation of a second set of experiments, in which the immunologically inert human *CD19* was ectopically expressed in the GL261-luc2 and CT2A-luc lines to provide a tumor-specific marker that facilitated cell sorting and characterization of the tumor cells (Cohort B, **Figure 1A**).

**Figure 1:**
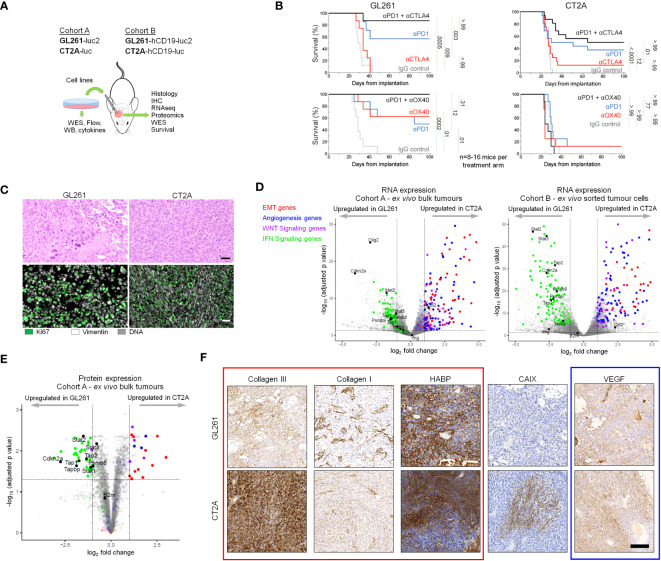
GL261-luc2 and CT2A-luc exhibit distinct biologic behaviors, histologies, and transcriptional profiles. **(A)** Schematic of the experimental analyses. Cohort A consisted of *in vitro* and bulk *ex vivo* samples of GL261-luc2 and CT2A-luc. Cohort B consisted of GL261-hCD19-luc2 and CT2A-hCD19-luc, in which human CD19 expression permitted the *ex vivo* sorting of hCD19-positive tumor cells. WES, whole exome sequencing; WB, Western Blot; Flow, flow cytometry; IHC, immunohistochemistry. **(B)** Kaplan-Meier overall survival curves associated with checkpoint immunotherapy in intracranial GL261-luc2 (*left*) and CT2A-luc (*right*) tumor-bearing mice. *Top:* anti-PD-1 and/or anti-CTLA-4 treatment experiments. *Bottom:* anti-PD-1 and/or anti-OX40 treatment experiments. (n=8-16 mice per experimental arm). One mouse in the single-agent anti-PD-1 GL261-luc2 group from the anti-CTLA-4 experiment was excluded due to tumor-unrelated death (day 9) prior to completing treatment. Adjusted p values are displayed from pairwise logrank tests, using Bonferroni correction for the 5 comparisons in each experiment. A two-sided adjusted p<0.05 for each experiment was considered significant. Checkpoint immunotherapy and IgG control dosing are detailed in the Methods. **(C)** Representative hematoxylin & eosin histological (*top*) and immunofluorescent (*bottom*) staining of *ex vivo* GL261-luc2 and CT2A-luc tumors. Scale bars = 50 µm. **(D)** *Left:* Volcano plot displaying the genes that were differentially expressed in *ex vivo* CT2A-luc bulk tumors, as compared to GL261-luc2 (n=4 mice each). *Right:* Volcano plot displaying the genes that were differentially expressed in *ex vivo* CT2A-hCD19-luc sorted tumor cells, as compared to GL261-hCD19-luc2 (n=3-5 mice each). Cutoffs included |log_2_FoldChange| >1 and Benjamini-Hochberg FDR-adjusted p<0.05. **(E)** Volcano plot displaying the proteins that were differentially expressed in *ex vivo* CT2A-luc bulk tumors, as compared to GL261-luc2 (n=3 mice each). Cutoffs included |log_2_FoldChange| >1 and Benjamini-Hochberg FDR-adjusted p<0.05. **(F)** Representative immunohistochemical staining of collagen III, collagen I, hyaluronan-binding protein (HABP), vascular endothelial growth factor (VEGF), and carbonic anhydrase IX (CAIX) in *ex vivo* GL261-hCD19-luc2 (*top*) and CT2A-hCD19-luc (*bottom*) tumors. Scale bar = 100 µm.

As expected, we confirmed the sensitivity of GL261-luc to single-agent anti-PD-1 and single-agent anti-OX40, as well as enhanced benefit for anti-PD-1 plus anti-CTLA-4 or anti-OX40 combinatorial therapy in Cohort A mice (all p_adjusted_ ≤ 0.01 compared to IgG control; **Figure 1B**). In contrast, CT2A-luc demonstrated relative resistance with minimal benefit to single-agent immune checkpoint therapy (all p_adjusted_ ≥ 0.12 compared to IgG controls) and improved survival was only seen with anti-PD-1 plus anti-CTLA-4 therapy (p_adjusted_ < 0.001 compared to IgG control). The corresponding tumor growth plots are displayed in **Supplementary Figure 1**.

GL261-luc2 tumors were histopathologically characterized by polymorphic, poorly-differentiated cells with marked pleomorphism and sporadic giant cell features (**Figure 1C**, **Supplementary Figure 2A**). By contrast, CT2A-luc tumors displayed a spindled cellular morphology and fascicular architecture that were consistent with mesenchymal differentiation. Although both models had occasional foci of necrosis, neither displayed the diffuse infiltrative patterns or microvascular proliferation that are diagnostic for huGBM. Furthermore, glial fibrillary acidic protein (GFAP) – an intermediate filament expressed by astrocytic lineages, including a majority of huGBM – was only focally expressed in both tumor models (**Supplementary Figure 2B**).

We investigated the transcriptional differences between CT2A-luc and GL261-luc2 *ex vivo* tumors in Cohorts A and B and found that many genes were differentially expressed between the models (Cohort A: 24.9% of detected genes, Cohort B: 46.4% of detected genes; FDR-adjusted p<0.05; **Figure 1D**; **Supplementary Figure 3A**; **Supplementary Tables 1**, **2**). Among these genes, gene sets associated with epithelial-to-mesenchymal transformation (EMT), angiogenesis, and WNT signaling were notably enriched in CT2A tumors in both Cohorts, whereas interferon γ and α response pathways were enriched in GL261 tumors (FDR-adjusted p<0.1) – findings which were also reflected at the protein expression level (**Figure 1E**; **Supplementary Tables 3**, **4**). 

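In bulk tumors the homeobox gene Hoxc10 (ENSMUSG00000022484, chromosome 15 of GRCm38, 102966796 to 102971893) had a TMM-normalized count of 972 ± 211 (SD, n = 4) in CT2A-luc and 0.161 ± 0.322 (SD, n = 4) in GL261-luc2 tumors (adjusted p = 4.04e-05). The homeobox genes En1, Lbx1 and Hoxc9 had no reads in any of the 4 GL261-luc2 tumors and were at least 151-fold, 156-fold and 143-fold higher in CT2A-luc, with 3 counts per library taken as the floor. Among the largest decreases was Dppa4, a gene of pluripotent cells, with a log2 fold change of -8.25 (standard error 0.66, adjusted p = 2.74e-04). In sorted tumor cells, Ccn4, a secreted target of WNT signaling, rose from 3.24 ± 2.48 (SD, n = 4) to 3436 ± 194 (SD, n = 3) normalized counts (adjusted p = 8.06e-07), and the collagen gene Col10a1 was at least 296-fold higher. Cnmd, a cartilage glycoprotein, was lower there with a log2 fold change of -12.98 (standard error 0.48, adjusted p = 8.02e-07).

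Of 16434 genes tested in bulk tumors, 1881 were higher and 1958 lower in CT2A-luc, which makes 3839 genes or 23.4%. Of 13789 genes tested in sorted tumor cells, 3304 were higher and 3696 lower, which makes 7000 genes or 50.8%. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the 13647 genes tested in both comparisons, log2 fold changes had a Pearson correlation of 0.753 and a Spearman correlation of 0.759; genes are not independent replicates. Of 2908 genes past the threshold in both, 2888 (99.3%) moved in the same direction; the comparisons share no library but the same parent lines. The difference between the lines itself differed between bulk tumors and sorted cells at 2135 of 15845 genes in a joint fit. Leaving out 1 bulk library moved the bulk count by more than 1.5 times for GL261-luc2 replicate 414 (2558 genes) and for CT2A-luc replicates 39 (2474 genes) and 40 (2557 genes).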

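In bulk tumors and in sorted cells, more EMT genes were higher than lower in CT2A, and more genes of the interferon-α and interferon-γ responses were lower than higher. Of 186 EMT genes tested in bulk tumors, 68 were higher, 12 lower and 106 did not pass (69 higher and 14 lower when adjusted over the list alone). Members with the smallest p-values included Bgn, a matrix proteoglycan (log2 fold change 4.40, standard error 0.27, adjusted p = 1.43e-04), Col6a2, a collagen VI chain (4.39, standard error 0.26, adjusted p = 1.38e-04), and Pdgfrb, a receptor of mesenchymal cells (2.90, standard error 0.19, adjusted p = 1.44e-04), whereas Fbn2, a fibrillin, was lower (-5.10, standard error 0.56, adjusted p = 8.11e-04). In sorted cells 85 of 173 EMT genes were higher, 35 lower and 53 not past the threshold (90 and 36 when adjusted over the list alone), among them Wnt5a (6.35, standard error 0.21) and Col4a1, a basement membrane collagen (5.89, standard error 0.21), on the higher side, and Gpx7 (-8.36, standard error 0.48) on the lower. Camera gave adjusted p = 1.51e-12 in bulk tumors and 7.24e-09 in sorted cells, against adjusted p = 0.105 and 0.185 with an estimated correlation.

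Transcripts of the fibrillar collagens Col1a1 and Col3a1 were higher in CT2A-luc bulk tumors. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 11086 ± 5185 (SD, n = 4) normalized counts against 1165 ± 551 (SD, n = 4; log2 fold change 3.25, standard error 0.46, adjusted p = 2.03e-03), and Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) had 43088 ± 6802 (SD, n = 4) against 4692 ± 3067 (SD, n = 4; 3.20, standard error 0.49, adjusted p = 2.95e-03). Of 26 collagens and collagen cross-linking enzymes, 14 were higher, 2 lower and 10 not past the threshold in bulk tumors (14 and 3 over the list alone; camera adjusted p = 1.02e-14, adjusted p = 0.105 with an estimated correlation).

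Of 33 angiogenesis genes, 13 were higher and 1 lower in bulk CT2A-luc tumors and 19 did not pass (14 and 1 when adjusted over the list alone; camera adjusted p = 6.32e-07, and adjusted p = 0.0387 with an estimated correlation). The higher members included the matrix genes Postn (4.84, standard error 0.33, adjusted p = 1.63e-04) and Col5a2 (4.10, standard error 0.31, adjusted p = 2.25e-04), which the EMT list also holds. In sorted cells 13 of 31 were higher, 11 lower and 7 not past the threshold (13 and 11 over the list alone; camera adjusted p = 0.00618, adjusted p = 0.185 with an estimated correlation); Slco2a1, a prostaglandin transporter of endothelium, was among those lower (-2.81, standard error 0.41). Of 10 endothelial markers in sorted cells, 6 were lower in CT2A and 4 not past the threshold (6 over the list alone; camera adjusted p = 0.247, adjusted p = 0.933 with an estimated correlation), and the endothelial marker score differed by -1.26 (two-sided exact permutation test, p = 0.0857, adjusted p = 0.24). Without the members it shares with other lists, the angiogenesis list had a camera adjusted p of 0.468 in bulk tumors and 0.899 in sorted cells.

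WNT signaling genes went both ways. In bulk tumors 8 of 39 were higher, 7 lower and 24 not past the threshold (8 and 7 over the list alone; camera adjusted p = 0.647, adjusted p = 0.999 with an estimated correlation), and in sorted cells 13 were higher, 13 lower and 13 not past it (13 and 13 over the list alone; camera adjusted p = 0.497, adjusted p = 0.546 with an estimated correlation). The WNT transcription factor Lef1 was higher in both (2.37 with standard error 0.34 in bulk tumors, 4.25 with standard error 0.28 in sorted cells), whereas the ligand Wnt6 was lower in both (-3.43 with standard error 0.53, and -6.48 with standard error 0.82).

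Of 100 interferon-α response genes, 42 were lower, 3 higher and 55 not past the threshold in bulk CT2A-luc tumors (48 and 4 over the list alone; camera adjusted p = 4.39e-10, adjusted p = 0.713 with an estimated correlation), and 78 lower, 7 higher and 15 not past it in sorted cells (79 and 8 over the list alone; camera adjusted p = 8.98e-13, adjusted p = 0.185 with an estimated correlation). Of 193 interferon-γ response genes in bulk tumors, 53 were lower, 16 higher and 124 not past the threshold (59 and 17 over the list alone; camera adjusted p = 7.05e-04, adjusted p = 0.999 with an estimated correlation), and of 183 in sorted cells, 109 were lower, 18 higher and 56 not past it (110 and 19 over the list alone; camera adjusted p = 7.24e-09, adjusted p = 0.185 with an estimated correlation). Marker scores of lymphocytes in the same sorted cells differed by -0.60 for B cells (two-sided exact permutation test, p = 0.0286), -0.72 for T cells (p = 0.0571) and -0.29 for NK cells (p = 0.0571), each with an adjusted p = 0.2. Few lymphocyte markers reached the minimum count in sorted cells, 1 of 6 for B cells, 3 of 9 for T cells and 1 of 6 for NK cells. Whether these scores reflect fewer lymphocytes was not tested. The lists were written before the data were examined, from known membership of the named pathways, and are not the paper's gene sets. Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and those of lists are adjusted over the lists tested in the same comparison.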

Because previous studies suggested that cell lines grown as neurospheres might better model huGBM (13, 23, 34), we also evaluated neurosphere-derived tumors and again found enrichment of EMT and WNT signaling gene sets in CT2A-hCD19-luc and inflammatory response-related gene sets enriched in GL261-hCD19-luc (**Supplementary Figure 3B**). 

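In neurosphere-derived tumors, more EMT genes were higher than lower in CT2A, and more genes of the inflammatory response were lower than higher. Of 174 EMT genes, 83 were higher, 45 lower and 46 not past the threshold (83 and 46 when adjusted over the list alone; camera adjusted p = 0.00294, adjusted p = 0.438 with an estimated correlation). They included the collagen V chain Col5a1 (log2 fold change 6.27, standard error 0.35, adjusted p = 4.57e-07) and Edil3, a matrix protein (3.33, standard error 0.14, adjusted p = 1.02e-07), on the higher side, and Tgm2, a transglutaminase (-3.66, standard error 0.21, adjusted p = 5.00e-07), on the lower. Of 162 inflammatory response genes, 105 were lower, 23 higher and 34 not past the threshold (105 and 24 over the list alone; camera adjusted p = 1.13e-05, adjusted p = 0.34 with an estimated correlation). Osmr, the oncostatin M receptor, was lower (-4.61, standard error 0.20, adjusted p = 1.19e-07), as was C3ar1, a complement receptor of myeloid cells (-3.14, standard error 0.20, adjusted p = 1.05e-06), and the cytokine Il1b had 540 ± 255 (SD, n = 5) normalized counts against 3126 ± 199 (SD, n = 3; adjusted p = 2.13e-04).

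Of 38 WNT signaling genes, 15 were higher, 12 lower and 11 not past the threshold (15 and 12 over the list alone; camera adjusted p = 0.309, adjusted p = 0.591 with an estimated correlation), with a median log2 fold change of -0.03 and a mean of 0.22. Higher members included the receptor Fzd8 (3.97, standard error 0.27, adjusted p = 1.54e-06) and lower ones Frat1, a WNT activator (-3.38, standard error 0.40, adjusted p = 5.35e-05). Interferon-γ response genes were lower at 137 of 188, higher at 12 and not past the threshold at 39 (140 and 13 over the list alone; camera adjusted p = 2.04e-13, adjusted p = 0.298 with an estimated correlation), and interferon-α response genes lower at 73 of 100, higher at 3 and not past it at 24 (74 and 4 over the list alone; camera adjusted p = 7.23e-12, adjusted p = 0.298 with an estimated correlation).

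Of 14 marker scores of other cells, 10 were also lower in the CT2A libraries. All 13 macrophage markers were lower (camera adjusted p = 1.67e-04, adjusted p = 0.371 with an estimated correlation), such as Adgre1 (-2.60, standard error 0.27, adjusted p = 2.78e-05) and Fcgr1 (-2.92, standard error 0.21, adjusted p = 1.93e-06), and the macrophage score was 5.54 ± 0.653 (SD, n = 5) against 8.28 ± 0.196 (SD, n = 3), with no overlap between the lines. The endothelial score was 2.45 ± 0.450 (SD, n = 5) against 4.59 ± 0.210 (SD, n = 3), and the oligodendrocyte score 1.66 ± 0.844 (SD, n = 5) against 4.72 ± 0.0422 (SD, n = 3). The others differed by -2.34 for erythroid cells, -2.22 for monocytes, -1.49 for astrocytes, -1.35 for pericytes, -1.30 for NK cells, -1.17 for T cells and -0.82 for B cells. Of the NK, T and B cell markers, only 2 of 6, 3 of 9 and 2 of 6 reached the minimum count. Each of these 10 differences had p = 0.0179 by a two-sided exact permutation test, the smallest that this design allows, and an adjusted p = 0.025 over 14 cell types. With 1 library left out, all 10 kept their sign, at -3.00 to -2.57 for macrophages, -2.29 to -2.01 for endothelial cells and -3.44 to -2.92 for oligodendrocytes. The smallest p that the design allows is then 0.0476 without a GL261 library and 0.0286 without a CT2A library. The adjusted p of these scores was 0.0333 to 0.08. By camera, the inflammatory list was toward higher in neurosphere-derived than in adherent GL261 tumors (adjusted p = 5.46e-22), as were macrophage markers (2.69e-18). In CT2A neither list passed (0.637 and 0.956). The macrophage score was not used as a covariate in neurosphere-derived tumors. Whether macrophages account for the lower inflammatory genes was therefore not tested.

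**Figure D1:**
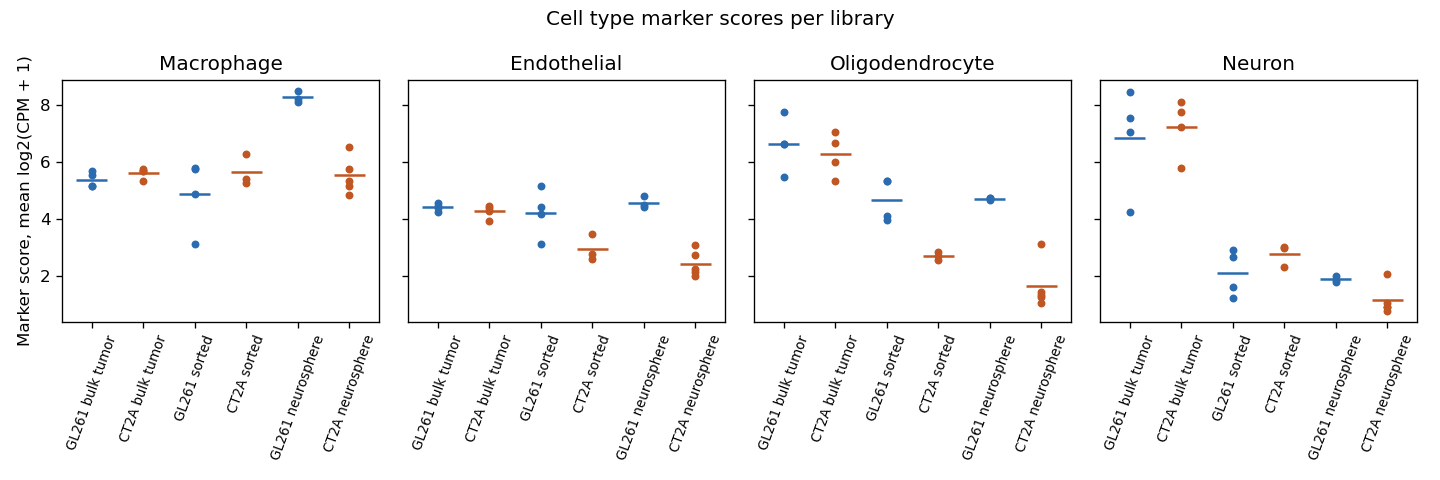
Marker scores (mean log2(CPM + 1) of each cell type's marker genes, y axis) of macrophages, endothelial cells, oligodendrocytes and neurons in the 6 groups of libraries; points are libraries and bars are means. The macrophage score of the 3 neurosphere-derived GL261 libraries lies between 8.12 and 8.50, above all other libraries.

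The samples were sorted cells of tumors grown from neurospheres, 5 libraries of CT2A and 3 of GL261. The titles of the 5 CT2A libraries name the GL261 line, whereas their cell line label and description name CT2A; they were taken as CT2A. With the lines read this way, log2 fold changes across 13420 genes correlated with those of the sorted cells of adherent lines at 0.868 (Pearson) and 0.784 (Spearman, across genes), and 5372 of 5430 genes past the threshold in both (98.9%) moved in the same direction. Depth was 7395846 to 15263587 estimated reads (median 13751964) in CT2A and 8214033 to 8834438 (median 8824984) in GL261 libraries. Of 13733 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 4118 were higher and 4064 lower, which makes 8182 or 59.6%. Simulated changes were recovered at 47% for 2-fold and 87% for 4-fold.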

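Thbs1, a matrix protein that activates latent TGF-β, was higher in CT2A-luc bulk tumors at 8840 ± 2489 (SD, n = 4) normalized counts against 837 ± 201 (SD, n = 4) in GL261-luc2 tumors, a log2 fold change of 3.40 (standard error 0.28, adjusted p = 3.05e-04). Wwtr1, the transcriptional coactivator TAZ (2.56, standard error 0.24, adjusted p = 4.56e-04), and Furin, a protease that processes the TGF-β precursor (1.89, standard error 0.20, adjusted p = 6.87e-04), were higher as well. The kinase gene Hipk2 was lower (-1.64, standard error 0.20, adjusted p = 1.16e-03). Of 53 TGF-β signaling genes tested in bulk tumors, 17 were higher, 3 lower and 33 not past the threshold (21 higher and 3 lower when adjusted over the list alone; camera adjusted p = 4.22e-05, adjusted p = 0.287 with an estimated correlation).

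Of 50 tested in sorted tumor cells, 24 were higher, 7 lower and 19 not past the threshold (24 and 7 over the list alone; camera adjusted p = 0.00698, adjusted p = 0.41 with an estimated correlation). The TGF-β target Pmepa1 (2.80, standard error 0.17, adjusted p = 6.54e-06) and the receptor Acvr1 (1.93, standard error 0.13, adjusted p = 8.57e-06) were higher, whereas Id1, a target of BMP signaling, was lower (-2.42, standard error 0.27, adjusted p = 1.50e-04). In neurosphere-derived tumors 24 of 52 were higher, 7 lower and 21 not past the threshold (24 and 7 over the list alone; camera adjusted p = 0.0407, adjusted p = 0.371 with an estimated correlation); without GL261 replicate 90 the camera adjusted p was 0.0747. Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.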

EMT-related signaling pathways (e.g., TGF-β) were also enriched in CT2A-luc tumors. Because EMT is associated with marked remodeling of the extracellular matrix, we examined the extracellular matrix of *ex vivo* tumors using immunohistochemistry and qualitatively observed elevated deposition of collagen III and collagen I in the microenvironment of CT2A-luc tumors (**Figure 1F**; **Supplementary Figures 2C–E**). Additionally, gene sets associated with hypoxia were also enriched in the CT2A-luc tumors, which corresponded with a focally increased expression of carbonic anhydrase IX by immunohistochemistry (**Figure 1F**; **Supplementary Figures 2F, G**).

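Hypoxia genes moved in both directions. Of 186 tested in bulk tumors, 42 were higher in CT2A-luc, 21 lower and 123 not past the threshold (49 and 24 when adjusted over the list alone). Among the higher ones were Pkp1, a desmosomal plaque protein (log2 fold change 4.75, standard error 0.44, adjusted p = 4.02e-04), and S100a4, a calcium-binding protein (3.50, standard error 0.22, adjusted p = 1.43e-04). Lower ones included F3, tissue factor (-2.26, standard error 0.29, adjusted p = 1.34e-03), and Ddit3, a transcription factor of cell stress (-1.91, standard error 0.25, adjusted p = 1.41e-03). Carbonic anhydrase IX is encoded by Car9 (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729), which had 459 ± 55.5 (SD, n = 4) normalized counts in CT2A-luc and 227 ± 148 (SD, n = 4) in GL261-luc2 tumors, a log2 fold change of 1.01 (standard error 0.48, adjusted p = 0.173). Vegfa, the vascular growth factor induced by hypoxia, had a log2 fold change of 0.47 (standard error 0.29, adjusted p = 0.301). The list was higher by camera at adjusted p = 0.00839, with adjusted p = 0.713 with an estimated correlation, adjusted p = 0.128 without the members it shares with other lists and adjusted p = 0.0681 without GL261-luc2 replicate 412. Both Car9 (1.49, adjusted p = 0.0382) and Vegfa (0.82, adjusted p = 0.0212) passed without GL261-luc2 replicate 405, and both with the neuronal marker score as a covariate (adjusted p = 0.0147 and 0.00349), which was chosen after seeing the data.

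In sorted tumor cells 38 of 174 were higher, 68 lower and 68 not past the threshold (40 and 68 over the list alone; camera adjusted p = 0.56 toward lower, adjusted p = 0.933 with an estimated correlation). There Igfbp3 was higher (5.13, standard error 0.24, adjusted p = 2.11e-06) and Vegfa lower (-1.20, standard error 0.28, adjusted p = 0.00718), and Car9 had a log2 fold change of -1.45 (standard error 0.58, adjusted p = 0.0657). Car9 passed there with DESeq2 (adjusted p = 0.0179), in a fit of all 6 groups (0.0327) and without CT2A replicate 69 (-2.49, 0.00409), and it had -0.97 (0.0792) without CT2A replicate 71. Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.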

### Genomic profiles of GL261-luc2 and CT2A-luc

To investigate the potential genetic correlates to the histologic and transcriptional profiles that were observed in CT2A-luc, we performed whole-exome sequencing (WES) of both lines. Both models exhibited the canonical C>A/G>T transversion signature and CAG>CTG peak profile associated with a methylcholanthrene-induced etiology, which most closely resembles smoking carcinogen-related COSMIC Signature 4 in humans (35). GL261-luc2 also exhibited more C>T and A>G variants than CT2A-luc (**Figure 2A**) (36). Although CT2A-luc had less than half of the tumor mutational burden of GL261-luc2, both models were markedly hypermutated (approximately 79 and 176 mutations/MB, respectively), and both exhibited a predominance of missense single nucleotide variants and limited insertion/deletion burden (**Figure 2B**). Similar WES results were observed in non-luciferized GL261 and CT2A lines (data not shown). Excluding somatic variants with subclonal variant allele frequencies (VAF) <20%, among the 2,803 genes with variants in GL261-luc2 and 2,381 in CT2A-luc, 571 (12.4%) of altered genes were shared between the lines, but none of these involved known cancer drivers (**Figures 2C, D**; **Supplementary Table 5**). The copy number profiles of the models were clearly distinct. GL261-luc2 exhibited multiple whole chromosomal gains (e.g., chromosomes 5, 10, 11, 15) and losses (e.g., chromosomes 8, 12, 14,16) – among other segmental alterations – whereas CT2A-luc exhibited losses of chromosomal segments involving 4qC4, 7qA1, 10qD2-10qD3, and 18qE4 (all FDR-adjusted p<0.05; **Figure 2E**; **Supplementary Table 6**). In CT2A-luc, the 4qC4 loss included single-copy loss of *Cdkn2a/b*. GL261-luc2 distinctly harbored a *Kras* p.G12C clonal mutation whereas CT2A-luc had an *Nras* p.Q61L clonal mutation (**Supplementary Figure 3C**). *Nf1* and *Trp53* alterations were present in both models, but neither model exhibited *Idh1/2*, *Atrx*, *Braf*, *H3f3a* mutations nor copy number alterations of *Pten*, *Egfr*, *Nf1*, or *Rb1*, all of which are commonly associated with huGBM and astrocytoma.

**Figure 2:**
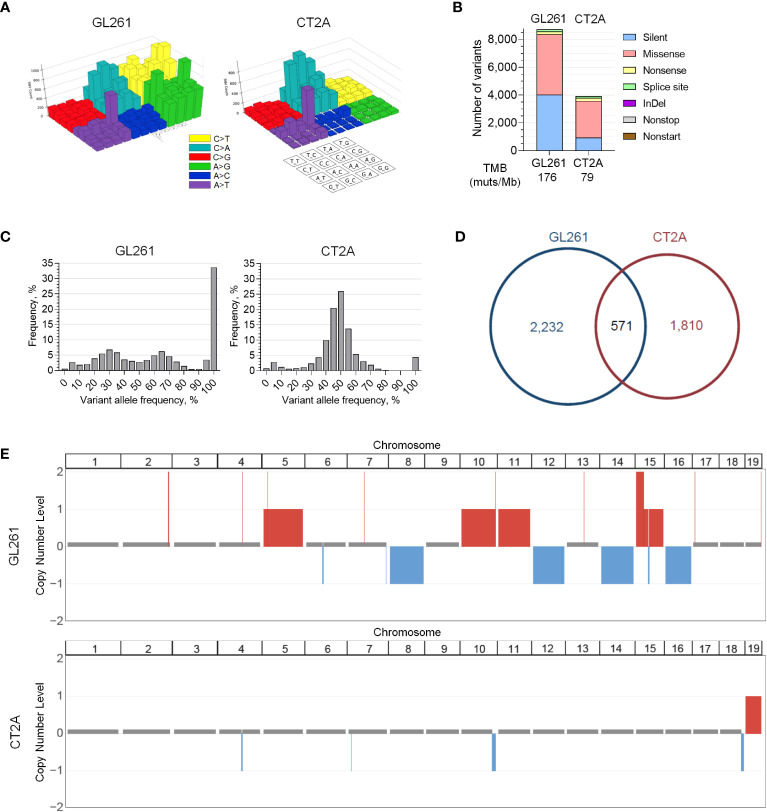
Genomic profiles of GL261-luc2 and CT2A-luc. **(A)** Lego plots visualizing the patterns of all types of transversion and transition mutations detected in whole exome sequencing of *in vitro* GL261-luc2 and CT2A-luc cells. Both models exhibited the C>A/G>T and CAG>CTG/GTC>GAC mutations that have been associated with a methylcholanthrene-induced etiology. GL261-luc2 additionally showed high levels of A>G/T>C and C>T/G>A transitions. **(B)** Frequency of small somatic sequence variants (*i.e.*, single nucleotide variants and small insertions/deletions [InDel]) by mutation type from whole exome sequencing of *in vitro* GL261-luc2 and CT2A-luc cells, with corresponding estimated tumor mutational burden (TMB). **(C)** Frequency of variants by variant allele fraction (VAF) from whole exome sequencing of *in vitro* GL261-luc2 and CT2A-luc cells. GL261-luc2 demonstrated an increased frequency of variants at 100% VAF (*i.e.*, likely homozygous). **(D)** Pie chart depicting the overlap of genes that have sequence variants (VAF ≥ 20%) between *in vitro* GL261-luc2 and CT2A-luc cells. **(E)** Copy number analysis of *in vitro* GL261-luc2 (n=5) and CT2A-luc (n=2) samples displaying somatic chromosomal segments that were significantly gained (*red*) or lost (*blue*) as compared to diploid reference (GISTIC2.0 FDR-adjusted p<0.05).

### Multifactorial defects in antigen processing and presentation machinery in CT2A-luc

The availability of high-quality MHC class I neoantigen candidates did not appear to differ between the two lines, as they both demonstrated similar proportions of highly-expressed strong predicted HLA class I binders (**Figure 3A**). On the other hand, CT2A-luc uniquely contained multiple mutations in antigen presentation machinery genes that were computationally predicted to have deleterious biologic effects, including a clonal p.A275P missense mutation in *Psmb8* (a subunit of the immunoproteasome, which degrades proteins into peptides for loading onto MHC class I) and a clonal p.Y488C missense mutation in *Tap1* (which transports peptides into the endoplasmic reticulum for loading onto MHC class I) (**Figure 3B**). Based on these results and the critical role that MHC molecules play in mediating immune responses, we next experimentally examined the expression of antigen processing and presentation machinery components in CT2A-luc.

**Figure 3:**
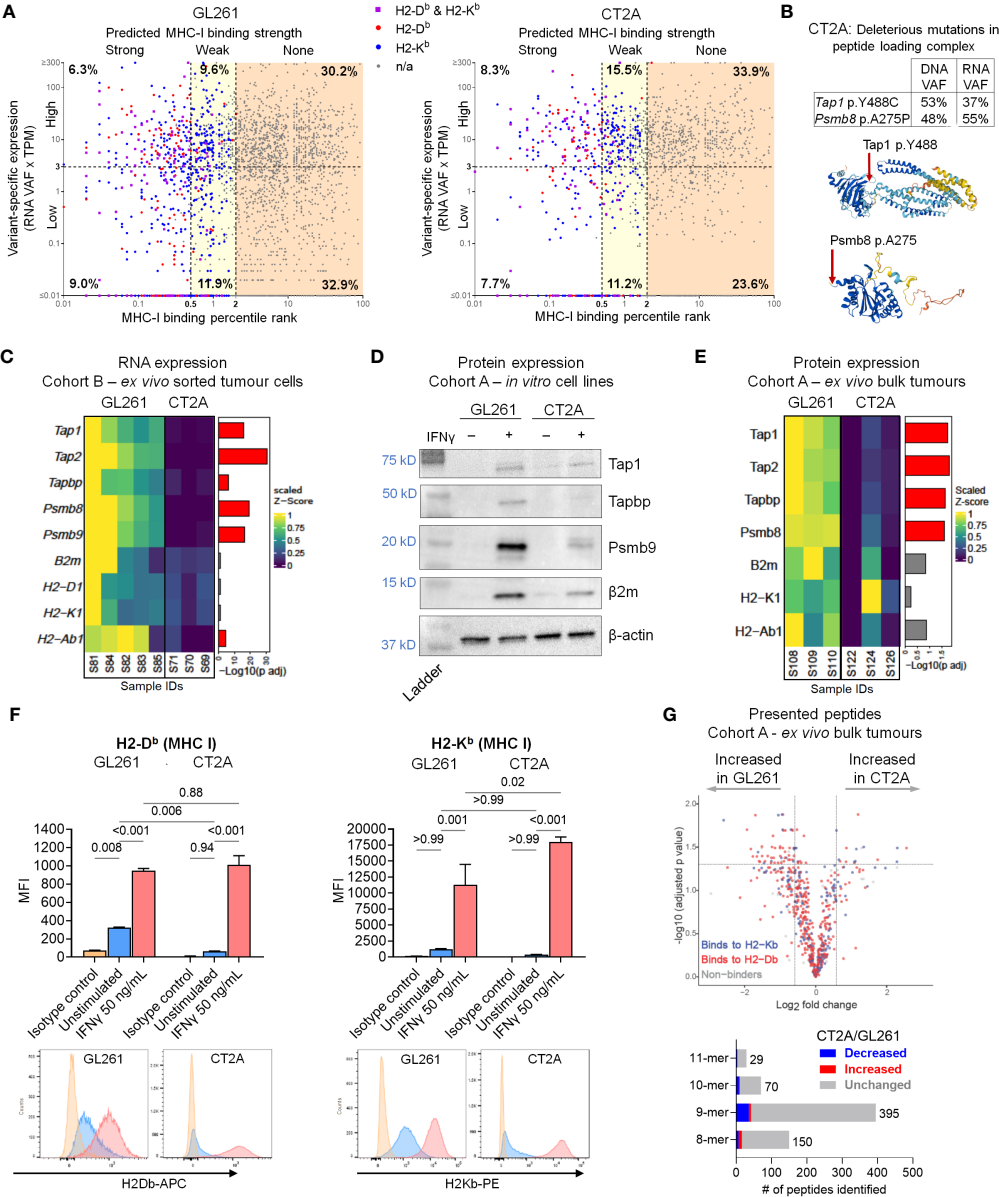
Multifactorial defects in antigen processing and presentation machinery in CT2A-luc. **(A)** Scatter plot displaying the predicted MHC class I binding strength (binding percentile rank) by variant-specific RNA expression (RNA variant allele frequencies [VAF] x TPM of gene’s expression) for each variant detected in the whole exome sequencing of GL261-luc2 (*left*) and CT2A-luc (*right*) tumors, colored by which MHC class I allele(s) the variant was predicted to bind. Axes are in log_10_ scale. Variant-specific expression was dichotomized into high and low using a cutoff of 3 TPM. MHC class I binding strength was categorized as strong (percentile rank < 0.5), weak (0.5 ≤ percentile rank < 2.0), or none (percentile rank ≥ 2.0). The corresponding percent of total variants found in each cell is displayed. TPM = transcripts per million. **(B)** *Top*: The VAF of antigen presentation machinery gene mutations detected in the whole exome sequencing of *in vitro* CT2A-luc and RNA sequencing of CT2A-luc tumors. *Bottom*: The predicted 3-D structure of Tap1 (Y488 residue highlighted) and Psmb8 (A275 residue highlighted) from AlphaFold. **(C)** Heatmap depicting the differential RNA expression of antigen processing and presentation machinery genes in *ex vivo* sorted GL261-hCD19-luc2 (n=5 mice) and CT2A-hCD19-luc (n=3 mice) tumor cells, with the corresponding FDR-adjusted p value. Expression values were row normalized, Z-scored, bounded, and scaled. Red = FDR-adjusted p value<0.05. **(D)** Western blot displaying the antigen presentation and processing machinery protein expression in *in vitro* GL261-luc2 and CT2A-luc cell lines, with or without 50 ng/mL IFN-γ stimulation. β-actin was evaluated as a loading control. Displaying one representative of two replicate experiments (replicates shown in **Supplementary File**). Corresponding band densitometry quantification is shown in **Supplementary Figure 4B**. **(E)** Heatmap depicting the differential protein expression of antigen processing and presentation machinery genes in *ex vivo* bulk GL261-luc2 and CT2A-luc tumors (n=3 mice each), with the corresponding FDR-adjusted p value. Expression values were row normalized, Z-scored, bounded, and scaled. Red = FDR-adjusted p value<0.05. **(F)** *Top*: MHC class I surface expression median fluorescence intensity (MFI) detected by flow cytometric analysis on *in vitro* GL261-luc2 and CT2A-luc cells that were either stimulated with 50 ng/mL IFN-γ or unstimulated for 24 hours, compared to isotype controls. Expression was analyzed using one-way ANOVA, with two-sided pairwise p values adjusted for multiple testing using the Holm-Šídák method. The experiment was conducted in triplicate, bars = mean ± standard error. *Bottom*: Representative histograms of MHC expression. **(G)** *Top:* Volcano plot displaying the differential presentation of peptides between *ex vivo* GL261-luc2 and CT2A-luc bulk tumors (n=3 mice each), colored by MHC class I allele. *Bottom:* the proportions of presented peptides that were significantly decreased (blue) or increased (red) in *ex vivo* CT2A-luc bulk tumors as compared to GL261-luc2.

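Psmb8 and Psmb9 of the immunoproteasome and the peptide transporter genes Tap1 and Tap2 were lower in CT2A in bulk tumors and in sorted tumor cells, whereas log2 fold changes of the MHC class I chains lay between -0.65 and 0.13. Psmb8 (ENSMUSG00000024338, chromosome 17 of GRCm38, 34197721 to 34201454), a catalytic subunit of the immunoproteasome, had 2172 ± 741 (SD, n = 4) TMM-normalized counts in CT2A-luc and 5676 ± 2091 (SD, n = 4) in GL261-luc2 bulk tumors (log2 fold change -1.39, standard error 0.33, adjusted p = 0.0185). Sorted cells had 794 ± 120 (SD, n = 3) against 3278 ± 507 (SD, n = 4; -2.05, standard error 0.18, adjusted p = 4.16e-05). Psmb9 (ENSMUSG00000096727, 34181987 to 34187764) had a log2 fold change of -1.53 in bulk tumors (standard error 0.35, adjusted p = 0.016) and -2.34 in sorted cells (standard error 0.19, adjusted p = 2.88e-05). Tap1 (ENSMUSG00000037321, 34187553 to 34197225) and Tap2 (ENSMUSG00000024339, 34203527 to 34216321) encode the peptide transporter. Tap1 had -1.10 in bulk tumors (standard error 0.31, adjusted p = 0.0363) and -2.28 in sorted cells (standard error 0.29, adjusted p = 2.89e-04), and Tap2 -1.50 (standard error 0.33, adjusted p = 0.013) and -2.26 (standard error 0.15, adjusted p = 1.04e-05). Tapbp, the loading chaperone tapasin (ENSMUSG00000024308, 33915899 to 33929292), had -0.92 in bulk tumors (standard error 0.30, adjusted p = 0.0559) and -1.66 in sorted cells (standard error 0.27, adjusted p = 0.0012).

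The α chain gene H2-D1 (ENSMUSG00000073411, 35262730 to 35267499) had a log2 fold change of 0.13 in bulk tumors (standard error 0.26, adjusted p = 0.808) and -0.53 in sorted cells (standard error 0.24, adjusted p = 0.096), and H2-K1 (ENSMUSG00000061232, 33996017 to 34000347) -0.10 (standard error 0.30, adjusted p = 0.879) and -0.65 (standard error 0.24, adjusted p = 0.05004). B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083), the β chain, had -0.53 in bulk tumors (standard error 0.26, adjusted p = 0.193). In sorted cells B2m had 14325 ± 182 (SD, n = 3) normalized counts against 21427 ± 5356 (SD, n = 4; -0.58, standard error 0.21, adjusted p = 0.0441).

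**Figure D2:**
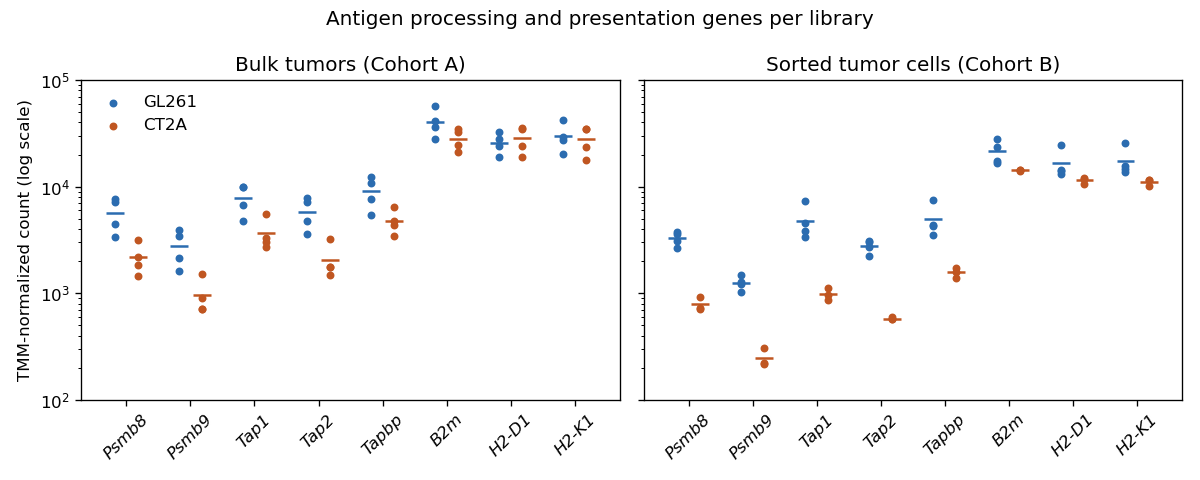
TMM-normalized counts (y axis, log scale) of Psmb8, Psmb9, Tap1, Tap2, Tapbp, B2m, H2-D1 and H2-K1 in bulk tumors and sorted tumor cells of both lines; points are libraries and bars are means. Psmb8 has means of 2172 and 5676 in CT2A-luc and GL261-luc2 bulk tumors and of 794 and 3278 in the sorted cells.

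Of 23 genes of MHC class I antigen processing and presentation, 7 were lower and 16 not past the threshold in bulk tumors (8 lower over the list alone; camera adjusted p = 0.0104, adjusted p = 0.999 with an estimated correlation), and 15 were lower, 1 higher and 7 not past it in sorted cells (16 and 1 over the list alone; camera adjusted p = 1.06e-04, adjusted p = 0.41 with an estimated correlation). Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In bulk tumors, Tap1 did not pass without any 1 of GL261-luc2 replicates 405, 414 and 417 and CT2A-luc replicates 39, 40 and 48 (adjusted p = 0.0642 to 0.101), Psmb8 without any 1 of replicates 417, 39, 40 and 48 (0.0536 to 0.0547) and Psmb9 without replicate 39 or 40 (0.0527 and 0.05001). Tapbp passed there with DESeq2 (0.013), DESeq2 size factors in edgeR (0.0453), no minimum count (0.0384) and all 6 groups in 1 fit (0.0111), without GL261-luc2 replicate 412 (0.0133) or CT2A-luc replicate 47 (0.0473), and with the neuronal marker score as a covariate (0.0274), which was chosen after seeing the data. In sorted cells, B2m did not pass without the low-count minimum (0.0565), without GL261 replicate 84 (0.0964) or any 1 of the 3 CT2A replicates (0.11 to 0.13), and H2-D1 passed without replicate 81 (0.0499). H2-K1 passed there with DESeq2 (0.027), RSEM expected counts (0.0395) and all 6 groups in 1 fit (0.044), without replicate 81 (0.0133) or 83 (0.0381), and with the macrophage marker score as a covariate (0.04), which was chosen after seeing the data.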

Although RNA sequencing of *ex vivo* bulk tumor and sorted tumor cells showed similar expression of the MHC class I α (*H2-D1* and *H2-K1*) and β (*B2m*) chains between CT2A-luc and GL261-luc2, CT2A-luc displayed lower expression of genes associated with the immunoproteasome complex (*Psmb8*, *Psmb9*) and peptide transporter/loading complex (*Tap1*, *Tap2*, *Tapbp*) (differential expression analysis, all FDR-adjusted p<0.05; **Figure 3C**; **Supplementary Figure 4A**). Both GL261-luc2 and CT2A-luc lines exhibited minimal basal levels of antigen presentation and processing machinery protein expression by Western blot analyses of *in vitro* cultured cells (**Figure 3D**; **Supplementary Figure 4B**). Proteomic analysis of *ex vivo* bulk tumors further confirmed that Tap1, Tap2, Tapbp, and Psmb8 protein expression was reduced in CT2A-luc tumors (all FDR-adjusted p<0.05, **Figure 3E**; **Supplementary Table 7**).

Deficiency in the peptide loading complex may limit the peptides available for binding to MHC class I, and accordingly, the successful assembly of MHC class I molecules for surface expression (37). Indeed, flow cytometric analysis confirmed considerably less MHC class I (H2-D^b^) surface expression on CT2A-luc *in vitro* (p_adjusted_=0.006; **Figure 3F**) compared to GL261-luc2. Without IFN-γ stimulation, GL261-luc2 cells displayed surface expression of H2-D^b^ (p_adjusted_ = 0.008 compared to isotype control), but not H2-K^b^ (p_adjusted_ > 0.99 compared to isotype control); whereas neither H2-D^b^ nor H2-K^b^ cell surface expression were detected on CT2A-luc cells at baseline (both p_adjusted_ ≥ 0.94 compared to isotype control; **Figure 3F**). Furthermore, of 644 MHC class I-bound peptides immunoprecipitated from *ex vivo* tumors, 64 (9.9%) peptides were more likely to be presented by GL261-luc2, whereas 16 (2.5%) peptides were more likely to be presented by CT2A-luc – although this analysis was complicated by the presence of infiltrating non-neoplastic cells with MHC expression (**Figure 3G**; **Supplementary Figure 4C**, **Supplementary Table 8**). Beyond MHC class I, both cell lines had low expression of β2m and minimal expression of MHC class II *in vitro* (all p_adjusted_>0.05 compared to isotype control; **Supplementary Figures 4D, E**), with CT2A-luc exhibiting minimal MHC class II expression (p_adjusted_ = 0.04). Taken together, these data suggest a marked, multi-factorial defect in antigen presentation by CT2A-luc tumors; whereas GL261-luc2 tumors exhibited intact antigen presentation machinery.

### CT2A-luc is deficient in interferon response and signaling

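In bulk tumors Oas3, an antiviral oligoadenylate synthetase, had 380 ± 145 (SD, n = 4) normalized counts in CT2A-luc against 2411 ± 741 (SD, n = 4) in GL261-luc2, a log2 fold change of -2.66 (standard error 0.32, adjusted p = 1.11e-03), and Herc6, an interferon-induced ligase, was lower by a similar amount (-2.19, standard error 0.26, adjusted p = 1.05e-03). In sorted tumor cells Usp18, a deconjugase of ISG15, had 98.3 ± 14.5 (SD, n = 3) against 714 ± 57.0 (SD, n = 4; -2.86, standard error 0.16, adjusted p = 3.88e-06), and C1s1, a complement protease, was lower as well (-6.48, standard error 0.27, adjusted p = 1.35e-06). Members of the interferon lists that were higher in CT2A included Casp8, which initiates apoptosis, in sorted cells (1.16, standard error 0.18, adjusted p = 9.13e-04), Vcam1, an adhesion molecule, in bulk tumors (2.10, standard error 0.20, adjusted p = 4.88e-04) and Nfkb1 in sorted cells (1.99, standard error 0.14, adjusted p = 1.37e-05).

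Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849), which carries type I interferon signals, was lower in bulk tumors (-1.67, standard error 0.26, adjusted p = 3.01e-03) and in sorted cells (-3.69, standard error 0.27, adjusted p = 1.53e-05). Stat3 was lower in both (-1.00 with standard error 0.22 in bulk tumors, -2.49 with standard error 0.16 in sorted cells), as was Stat6 (-1.41 with standard error 0.22, and -2.21 with standard error 0.28). Of 19 interferon receptors and JAK/STAT members, 3 were higher, 5 lower and 11 not past the threshold in bulk tumors (3 and 5 over the list alone; camera adjusted p = 0.36, adjusted p = 0.999 with an estimated correlation), and of 18 in sorted cells 5 were higher, 11 lower and 2 not past it (5 and 11 over the list alone; camera adjusted p = 0.0451, adjusted p = 0.359 with an estimated correlation).

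By camera, the MHC class II list did not pass in bulk tumors (adjusted p = 0.145), and the inflammatory response passed neither there nor in sorted cells (adjusted p = 0.485 and 0.569). Median log2 fold changes in bulk tumors and sorted cells were -0.68 and -1.48 for interferon-α and -0.36 and -0.95 for interferon-γ response genes. Without the members shared with other lists, interferon-γ had a camera adjusted p of 0.443 in bulk tumors and 0.0787 in sorted cells. Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper states that CT2A-luc is deficient in interferon response and signaling (Figure 4).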

Although multiple pathways were enriched in CT2A-luc tumors, only two gene sets were consistently downregulated in CT2A-luc in both Cohorts: interferon (IFN)-α and IFN-γ response via both RNA and protein expression analyses (**Figure 4A**). To determine if there was a genomic basis for this altered circuitry, we evaluated the multiple arm-level chromosomal copy number alterations that were detected in each cell line through analysis of WES data. CT2A-luc uniquely exhibited a single-copy loss of a chromosomal segment involving 4qC4 (FDR-adjusted p=0.04), which encompassed multiple type I IFN genes, as well as a single-copy loss of 10qD2-10qD3 (FDR-adjusted p=0.04), which contained *Stat2*, *Stat6*, and *Ifng* (**Figures 2E**; **4B**, **Supplementary Table 6**).

**Figure 4:**
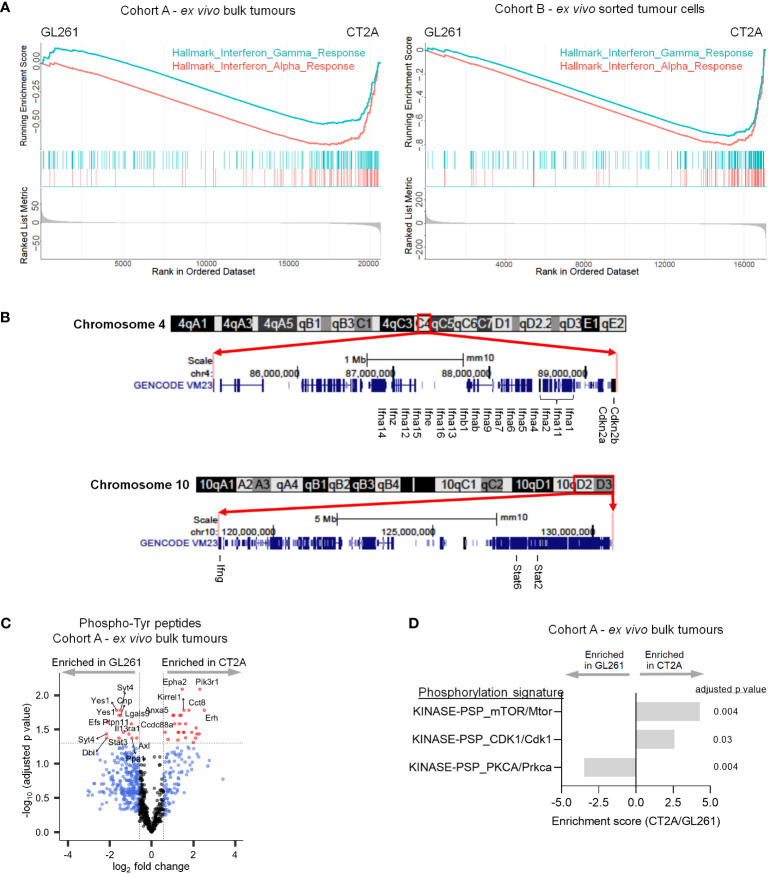
CT2A-luc is deficient in interferon response and signaling. **(A)** Gene set enrichment plots derived from the differential expression analyses in **Figure 1E**, displaying hallmark interferon response gene sets that were significantly depleted in CT2A-luc as compared to GL261-luc2, for *ex vivo* bulk tumors (*left*) and sorted hCD19+ tumor cells (*right*). n=3-5 mice each. **(B)** Chromosomal ideograms with GENCODE VM23 tracks for the chromosomal segments involving 4qC4 (*top*) and 10qD2-10qD3 (*bottom*) that were lost in CT2A-luc tumors, from the UCSC Genome Browser (http://genome.ucsc.edu). Select genes are highlighted. **(C)** Volcano plot displaying differential phosphorylation of tyrosine residues between *ex vivo* GL261-luc2 and CT2A-luc bulk tumors (n=856 total phosphotyrosine [pTyr] peptides). Cutoffs included |log_2_FoldChange| > log_2_(1.5) and Benjamini-Hochberg FDR-adjusted p<0.05. n=3 mice each. **(D)** Post-translational modification Signature Enrichment Analysis (PTM-SEA) of the differentially expressed phosphoserine and phosphothreonine peptides between *ex vivo* GL261-luc2 and CT2A-luc bulk tumors. FDR-adjusted p<0.05. n=3 mice each.

Consistent with our observation of down-regulated IFN response pathways in CT2A-luc, phosphoproteomic analysis revealed decreased phosphorylation of several members of the JAK/STAT pathway in *ex vivo* CT2A-luc tumors, including Ptpn11 (i.e., Shp2), Il13ra1, and Stat3 – together suggesting reduced JAK/STAT signaling (**Figure 4C**; **Supplementary Figure 5A**, **Supplementary Table 9**). CT2A-luc tumors were further distinguished by phosphorylation of the Pik3 regulatory subunit 1 (Pik3r1) and enrichment of downstream mTOR signaling, consistent with a parallel activation of the Pi3k/Akt/mTOR pathway (**Figures 4C, D**; **Supplementary Table 10**). CT2A-luc also displayed elevated phosphorylation of cell cycle (Cdk1) and decreased phosphorylation of Prkca pathways, which are involved in diverse cellular signaling pathways (**Figure 4D**; **Supplementary Figures 5B, C**).

During immune responses, IFN-γ strongly upregulates the antigen processing and presentation components in cells (38) – which we hypothesized might be impaired in CT2A-luc. IFN-γ treatment boosted the expression of antigen processing and presentation proteins (e.g., Tap1, Tapbp, Psmb9, β2m) in both cell lines *in vitro*, although notably to a lesser degree in CT2A-luc (**Figure 3D**; **Supplementary Figure 4B**). However, MHC class I surface expression was strongly upregulated by IFN-γ treatment in both lines (all p_adjusted_ ≤ 0.001; **Figure 3F**; **Supplementary Figure 4D**), potentially suggesting that the Tap1 mutational defect and impaired antigen presentation machinery in CT2A could be – at least partially – overcome by exposure to exogenous IFN-γ. Analysis of the RNA sequencing data revealed that *ex vivo* purified CT2A-hCD19-luc tumors retained IFN-γ receptor expression (*Ifngr1* log_2_FoldChange 0.39, FDR-adjusted p=0.02; *Ifngr2* log_2_FoldChange 1.41, FDR-adjusted p = 5.38E-10) compared to GL261-hCD19-luc2 tumors (**Supplementary Table 2**).

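Both chains of the IFN-γ receptor were transcribed in the sorted CT2A tumor cells of the adherent line. Ifngr1 (ENSMUSG00000020009, chromosome 10, 19591949 to 19610229), the ligand-binding chain, had 581 ± 41.3 (SD, n = 3) normalized counts against 433 ± 47.2 (SD, n = 4) in GL261 cells, a log2 fold change of 0.42 (standard error 0.13, adjusted p = 0.0261). Ifngr2 (ENSMUSG00000022965, chromosome 16, 91547072 to 91565623), the signaling chain, had 663 ± 89.8 (SD, n = 3) against 254 ± 27.3 (SD, n = 4), a log2 fold change of 1.38 (standard error 0.15, adjusted p = 1.19e-04). The tyrosine kinase Jak1, which binds Ifngr1, was higher by 1.17 (standard error 0.20, adjusted p = 1.31e-03). Every CT2A library had more normalized counts of Ifngr1 and of Ifngr2 than every GL261 library. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifngr1 did not pass without the low-count minimum (adjusted p = 0.0567), in a fit of all 6 groups (0.278), without GL261 replicate 82 (0.0503) or 84 (0.0647), or without any 1 of the 3 CT2A libraries (0.0569 to 0.099).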

### Secreted immunomodulatory proteins distinguish GL261-luc2 and CT2A-luc

To assess how GL261-luc2 and CT2A-luc interact with the immune microenvironment, we profiled their secretion of 12 cytokines and 13 chemokines that are known to have important immunomodulatory roles. Unstimulated GL261-luc2 secreted the pro-inflammatory IL-6 and IFN-β cytokines, which were further increased following IFN-γ stimulation (**Figure 5A**). By contrast, unstimulated CT2A-luc only minimally secreted IL-6 and IFN-β; and these were unchanged upon IFN-γ stimulation, again suggesting impaired response to IFN-γ in CT2A-luc. Both lines lacked detectable IFN-γ, IL-17A, and GM-CSF secretion, and showed limited secretion of IL-10, IL-1β, and TNF-α (**Supplementary Figures 6A, B**). CT2A-luc demonstrated substantial baseline secretion of the CCL-2, CCL-5, and CCL-22 chemokines, all of which are known to play important roles as myeloid chemoattractants (**Figure 5B**), in marked contrast to GL261-luc2. 

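Ccl22 (ENSMUSG00000031779, chromosome 8, 94745590 to 94751699), a ligand of the receptor CCR4 on regulatory T cells, had 102 ± 37.8 (SD, n = 4) normalized counts in CT2A-luc and 70.9 ± 25.6 (SD, n = 4) in GL261-luc2 bulk tumors. This is a log2 fold change of 0.52 (standard error 0.38, adjusted p = 0.383), within the spread between tumors. Ccl2, a chemoattractant of monocytes, was higher in CT2A-luc (1.42, standard error 0.26, adjusted p = 5.93e-03), as was Il12b, a subunit of IL-12 and IL-23 (1.73, standard error 0.34, adjusted p = 7.74e-03). Cxcl9, a chemoattractant of T cells, was also higher (1.79, standard error 0.43, adjusted p = 0.0186), and Ccl5 had a log2 fold change of 0.90 (standard error 0.35, adjusted p = 0.105). Of 19 cytokine and chemokine genes that the paper profiled as proteins and that were tested in bulk tumors, these 3 were higher and 16 did not pass (3 higher over the list alone; camera adjusted p = 0.0685, adjusted p = 0.713 with an estimated correlation). Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cxcl9 did not pass without GL261-luc2 replicate 414 (adjusted p = 0.053) or CT2A-luc replicate 39 (0.0563), or with an offset for effective transcript length (0.071). Ccl5 passed with RSEM expected counts (0.0382) and in a fit of all 6 groups (0.0311). It also passed with the neuronal marker score as a covariate (0.0144), which was chosen after seeing the data. The paper measured the proteins in medium of cultured tumor cells, whereas these values are RNA of bulk tumors, which also hold other cells. In sorted tumor cells 2 of 11 genes of this list were higher, 2 lower and 7 not past the threshold (camera adjusted p = 0.989). Ccl22 did not reach the minimum count there (log2 fold change 0.96, adjusted p = 0.382 by edgeR without that minimum).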

Analysis of the *ex vivo* RNA sequencing data from Cohort A tumors also found increased *Ccl22* chemokine expression among CT2A-luc tumors (**Supplementary Figure 6C**).

**Figure 5:**
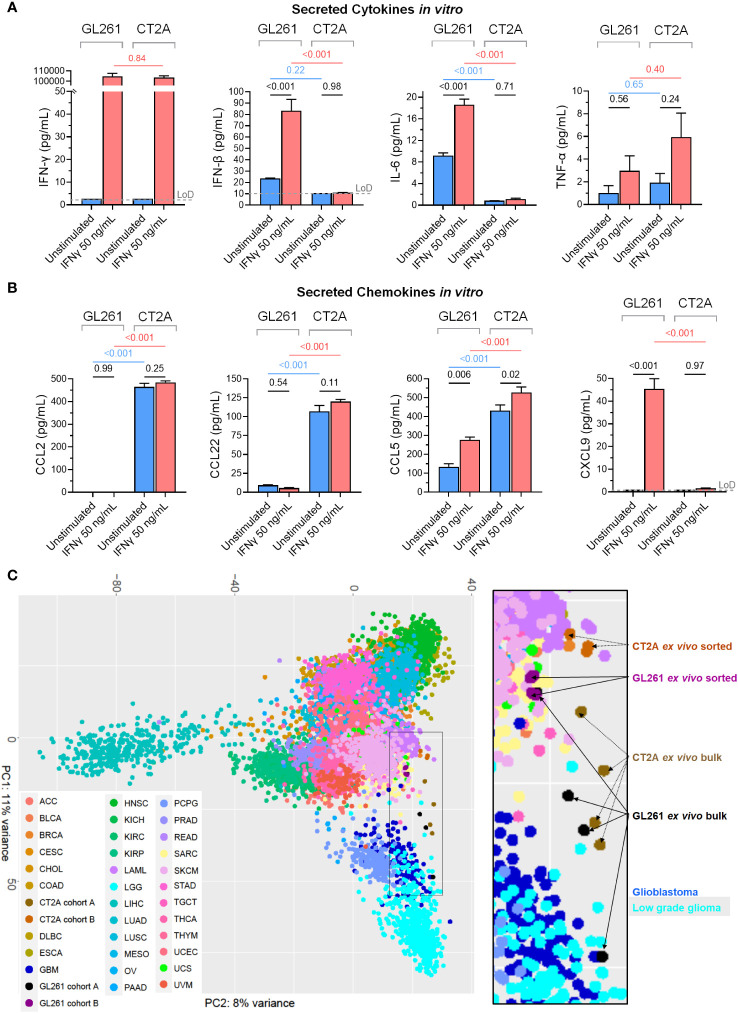
The secreted immunomodulatory protein profiles and relationship to human cancers of GL261-luc2 and CT2A-luc models. **(A, B)** Secreted **(A)** cytokines (IFN-γ, IFN-β, IL-6, TNF-α) and **(B)** chemokines (CCL2, CCL22, CCL5, CXCL9) were profiled from the conditioned media of the *in vitro* GL261-luc2 and CT2A-luc cultures from the **Figure 3F** experiment, which had been cultured for 24 hours without (*blue*) or with (*red*) IFN-γ (50 ng/mL). The experiment was conducted in triplicate, with secreted peptide concentrations graphed as mean ± standard error and compared using one-way ANOVA. The assay’s limit of detection (LoD; *grey dashed line*) was displayed and analyzed for samples whose values were above the LoD. For assessment of IFN-γ secretion, the IFNγ-stimulated samples still contained the experimentally administered IFN-γ. P values were adjusted for multiple testing using the Holm-Šídák method. The cell lines were also evaluated for IL-23, IL-10, GM-CSF, IL-17A, IL-1α, IL-1β, IL-12p70, IL-27, CCL3, CCL4, CXCL10, CCL20, CXCL1, CCL11, CCL17, CXCL5, and CXCL13; displayed in **Supplementary Figure 6**. **(C)** Unsupervised principal component analysis of whole transcriptome expression of the *ex vivo* bulk (Cohort A) and *ex vivo* tumor sorted (Cohort B) GL261-luc2 and CT2A-luc samples alongside RNA sequencing of all human cancer samples from TCGA. The 500 genes that were most differentially expressed between mouse and human tumor samples were excluded to help minimize species-level effects. Inset = higher magnification. OncoTree cancer type definitions were detailed previously (39). **Supplementary Figure 7A** shows the corresponding unsupervised principal component analysis without the exclusion of the 500 genes that were most differentially expressed between mouse and human tumor samples.

Additionally, whereas the chemokines CCL4 (a natural killer cell and monocyte chemoattractant), CXCL10 (a broad immune cell population chemoattractant), CXCL9 (activated T cell chemoattractant), and CXCL1 (neutrophil chemoattractant) were secreted at low-to-negligible baseline levels in both models, their secretion was increased following IFN-γ treatment in GL261-luc2 (all p_adjusted_ < 0.05; **Figure 5B**; **Supplementary Figure 6B**). Neither line had detectable secretion of CCL3, CCL11, CCL17, CXCL5, or CXCL13 chemokines, including after IFN-γ stimulation (**Supplementary Figure 6B**). Chemokine gradients strongly influence the immune cell composition of the TME and prior studies have identified a myeloid cell predominance in CT2A tumors (17, 40). 

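Monocyte markers in bulk tumors were mostly within the spread between tumors. Of 8 monocyte markers, 1 was higher in CT2A-luc and 7 did not pass by edgeR (0 of 8 passed by edgeR and 1 by DESeq2 when adjusted over the list alone, with 1 and 3 at an unadjusted p under 0.05; camera adjusted p = 0.388, adjusted p = 0.999 with an estimated correlation). Plac8 (ENSMUSG00000029322), a gene of inflammatory monocytes, had 606 ± 168 (SD, n = 4) normalized counts in CT2A-luc against 304 ± 116 (SD, n = 4) in GL261-luc2 tumors, a log2 fold change of 0.99 (standard error 0.30, adjusted p = 0.0431 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plac8 did not pass when any 1 of the 8 libraries except GL261-luc2 replicate 417 was left out (adjusted p = 0.0609 to 0.117). It did not pass either with no minimum count (0.0567), an offset for effective transcript length (0.0539), RSEM expected counts (0.0593), all 6 groups in 1 fit (0.0577) or GL261-luc2 libraries thinned to the CT2A-luc depth (0.0587, chosen after seeing the data). The monocyte marker score, the mean log2(CPM + 1) of the 8 genes, was 3.31 ± 0.321 (SD, n = 4) in CT2A-luc and 2.95 ± 0.237 (SD, n = 4) in GL261-luc2 tumors, a difference of 0.37 (two-sided exact permutation test, p = 0.143, adjusted p = 0.6 over 14 cell types; smallest possible p = 0.0286). The neutrophil score was higher by 0.45 and the B cell score differed by -0.38, each with p = 0.0286 by the same exact test and an adjusted p = 0.2. Of 6 B cell markers, 3 reached the minimum count, with 1 lower and 2 not past the threshold. The macrophage score differed by 0.23 (exact permutation p = 0.171, adjusted p = 0.6). These scores are means of marker genes and not the mMCP estimates of the paper, which were not used here.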

The murine Microenvironment Cell Population (mMCP) tool (24) was used to estimate the immune cell abundances from the RNA sequencing data from Cohort A *ex vivo* bulk tumors, and found a greater proportion of monocytes in CT2A-luc tumors as compared to GL261-luc2 tumors (log_2_FoldChange 1.03, p=0.03; **Supplementary Table 11**). In addition to secreted immunomodulatory proteins, RNA sequencing analysis of the *ex vivo* purified tumors showed that CT2A-hCD19-luc expressed less *Cd274* (i.e. PD-L1; log_2_FoldChange -2.27, FDR-adjusted p = 5.44E-13), but not *Pdcd1lg2* (i.e. PD-L2; log_2_FoldChange -0.48, FDR-adjusted p = 0.46) than GL261-hCD19-luc2 (**Supplementary Table 2**).

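Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), which encodes the T cell inhibitory ligand PD-L1, was lower in sorted CT2A cells, with 208 ± 28.0 (SD, n = 3) normalized counts against 1153 ± 427 (SD, n = 4) in GL261 cells. This is a log2 fold change of -2.47 (standard error 0.29, adjusted p = 2.00e-04). Pdcd1lg2 (PD-L2) had too few reads in sorted cells to reach the mean normalized count of 10; without that minimum its log2 fold change was -0.66 (adjusted p = 0.491). Other checkpoint genes lower in CT2A were Lgals9, the ligand galectin-9 (-2.08, standard error 0.19, adjusted p = 5.64e-05), and Cd47, an inhibitor of phagocytosis (-1.45, standard error 0.15, adjusted p = 8.06e-05). Nt5e, the adenosine-producing enzyme CD73, was higher (3.51, standard error 0.31, adjusted p = 4.77e-05). Of 16 immune checkpoint genes tested in sorted cells, 2 were higher, 7 lower and 7 not past the threshold (2 and 7 over the list alone; camera adjusted p = 0.288, adjusted p = 0.697 with an estimated correlation). For single genes, adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.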

### The relationship of GL261-luc2 and CT2A-luc models to human cancer contexts

To investigate to what extent these murine tumor lines might transcriptionally model huGBM, we performed unsupervised principal component analysis that included huGBM (166 samples) as well as all other cancer types available in TCGA. We thereby attempted to assess the expression of all genes shared by both human and mouse transcriptomes (n=15,457 genes) (**Figure 5C**). The top 500 differentially expressed genes between mouse tumors and human tumors were excluded from the analysis to help account for species-specific transcriptional bias (as well as without exclusion in **Supplementary Figure 7A**). Both GL261-luc2 and CT2A-luc *ex vivo* samples occupied the transcriptional space between human gliomas (including glioblastoma and low-grade glioma) and other human cancer types (including cutaneous melanomas and sarcomas) in the first principal component of principal component analysis.

We assessed whether CT2A-luc may model a distinct human cancer context as compared to GL261-luc2 by evaluating the murine tumors against human cancers that commonly exhibit similar features to those that we observed in our GL261-luc2 and CT2A-luc characterizations, including RAS driver mutations (e.g., pancreatic adenocarcinoma and colorectal adenocarcinoma), carcinogen-induced mutation signatures (lung adenocarcinoma), and mesenchymal differentiation (renal cell carcinoma) – in addition to huGBM. Because CT2A-luc was characterized by notable dysregulation of epithelial-mesenchymal transition, angiogenesis, WNT signaling, and IFN-α/γ response hallmark gene sets, we repeated the unsupervised hierarchical clustering analyses using only the member genes of those hallmark gene sets (**Supplementary Tables 12**, **13**; **Supplementary Figures 7B–D**). From this analysis, all CT2A-luc samples clustered together and were more similar to seven (of 166) huGBM and two (of 534) kidney renal cell carcinoma samples, rather than to GL261-luc2. Review of the pathology reports and histological images from TCGA database for these huGBMs revealed that all indeed displayed mesenchymal differentiation (e.g., gliosarcomatous or spindle cell morphology) (**Supplementary Figure 7B**). Additionally, six of these seven huGBMs that had been previously analyzed by TCGA consortium have been classified into the mesenchymal subtype of huGBM. Comparison of the transcriptional profiles of these seven huGBMs to those of the 159 unrelated samples notably revealed downregulation of *TAP1* (LFC=-0.84, FDR-adjusted p=0.008; **Supplementary Table 14**). Similar to the seven huGBM samples, the pathology reports for both neighboring kidney cancer samples revealed a diagnosis of clear cell renal cell carcinoma with sarcomatoid features (i.e., mesenchymal differentiation).

## Discussion

Our genetic and histologic characterization of GL261-luc2 and CT2A-luc tumors revealed limited shared essential features with huGBM. Neither GL261-luc2 nor CT2A-luc models exhibited the diffusely infiltrative growth that is a defining hallmark of human diffuse gliomas including IDH-wildtype glioblastoma. Additionally, microvascular proliferation, *Tert* promoter mutations, *Egfr* amplification, or *Pten* loss (analogous to monosomy 10 in humans) – which are included as essential diagnostic criteria for WHO CNS grade 4 IDH-wildtype glioblastoma – were not observed in either model. Likewise, from the genetic perspective, while both models contained clonal hotspot mutations in RAS genes (*Kras* p.G12C in GL261-luc2 and *Nras* p.Q61L in CT2A-luc), which are important oncogenic drivers across multiple human cancers, such mutations have only been identified in <1% of huGBM tumors in TCGA. CT2A-luc did exhibit single-copy loss of *Cdkn2a/b*, although up to 40-50% of huGBMs have homozygous loss (41). These murine models demonstrated marked hypermutation, whereas most newly diagnosed and recurrent huGBMs demonstrate a modest tumor mutational burden (<10 mutations/MB) (42). Although huGBM patients with *de novo* hypermutation (i.e., as a result of germline DNA mismatch repair or POL-E deficiencies) arise occasionally and have been observed to respond to ICB, the more frequent condition of temozolomide-induced acquired hypermutation (noted in approximately 20% of recurrent huGBMs) has not been associated with a favorable response (42, 43).

To overcome the limitations of carcinogen-induced huGBM models, a diverse array of genetically engineered immunocompetent mouse models have been developed in recent years which more accurately recapitulate the molecular, histopathologic, and therapeutic features of huGBM – which have been reviewed elsewhere (13). However, the ability of such models to fully reflect the complex immunosuppressive TME and behavior of huGBM remains unclear. In this context, we found that the transcriptional profiles of GL261-luc2 and CT2A-luc tumors appear to more closely resembled human gliomas than other cancer types in TCGA – although the comparison of interspecies RNA sequencing data is beset by multiple limitations. Across our transcriptional and proteomic analyses, CT2A-luc was distinguished from GL261-luc2 by its mesenchymal differentiation and by its marked deficits in interferon response and antigen presentation pathways. In humans, several cancer types can manifest epithelial-mesenchymal transformation *de novo* or in response to treatment, including a subset of human IDH-wildtype glioblastomas that exhibit a mesenchymal histological subtype (i.e., gliosarcoma) and/or transcriptional profile and have been associated with worse survival (44, 45). In a large longitudinal analysis of gliomas (including 168 patients with RNA sequencing data for at least 2 timepoints), 38% and 45% of IDH-wild type diffuse gliomas displayed a mesenchymal cell state at initial and recurrent timepoints, respectively (45). We observed that multiple mesenchymal huGBMs from TCGA clustered more closely to CT2A-luc tumors than to other huGBMs, including a recurrent tumor that had acquired a mesenchymal cell state whereas its corresponding non-mesenchymal primary tumor clustered separately from CT2A-luc.

Mesenchymal huGBMs are also characterized by dense myeloid cell infiltrates, which have been well-described in the tumor microenvironment of CT2A (17, 40, 45, 46). For instance, using flow cytometric analysis, Liu et al. showed that tumor-associated macrophages comprise a substantially greater proportion (approximately 5-6x) of tumor-infiltrating CD45+ immune cells in CT2A tumors than GL261 tumors. Additionally, mass cytometry by time of flight (CyTOF) analyses by Khalsa et al. suggested that the CT2A TME features a greater proportion of resident macrophages (CD11b+ F4/80+ CD64+ Ly6C−) and infiltrating macrophages (CD11b+ F4/80+ CD64+ Ly6C+) than GL261. Single-cell RNA sequencing of TILs by Khan et al. found that GL261 is enriched with progenitor exhausted CD8+ T cells, whereas CT2A was enriched with terminally exhausted CD8+ T cells and regulatory CD4+ T cells (47). Although the tumors’ immune cell composition was not an aim of our study, analysis of our bulk tumors’ RNA profiles also identified a higher estimated proportion of monocytes in CT2A-luc than GL261-luc2. Consistent with these findings, we observed that CT2A-luc secreted multiple chemokines involved in myeloid cell and regulatory T cell chemoattraction in the huGBM tumor microenvironment (e.g., CCL-2 and CCL-22) (48, 49). In the tumor microenvironment of human gliomas, CCL2 has been shown to recruit both CCR4+ Treg and CCR2+ Ly6C+ monocytic myeloid-derived suppressive cells (48). Additionally, CCL22 has been shown to recruit differentiated Tregs into the glioblastoma TME (49).

The role of mesenchymal differentiation and response to immunotherapy is unclear in huGBM, with prior analyses of bulk RNA sequencing data identifying an association between the mesenchymal RNA subtype of huGBM and expression of both immune suppressive and proinflammatory gene signatures (50). However, when we compared the transcriptional profiles of CT2A-luc to human cancer samples, we identified a subset of mesenchymal huGBMs that indeed displayed a similar loss of antigen presentation and processing machinery – suggesting that mesenchymal glioblastomas may comprise a more complex spectrum of cell states with regards to immunotherapeutic resistance.

Whereas GL261 is sensitive to various immunotherapeutic modalities, CT2A is broadly resistant to single-agent immunotherapies aimed at T cell responses – including immune checkpoint inhibitors, vaccine therapy, and oncolytic virotherapy – which can be explained by our findings of deficits in antigen presentation machinery and interferon response in CT2A-luc (12, 17–21). The immunotherapeutic resistance of CT2A persists even with the ectopic expression of luciferase, which has been shown to confer increased immunogenicity to cell lines (51). Accordingly, ectopic expression of luciferase is a notable limitation of these models. Luciferase expression with bioluminescent imaging was used herein to ensure consistent tumor engraftment and sizes for all therapeutic and *ex vivo* experiments, and thereby avoid bias in our analyses due to differences in tumor engraftment or growth. An analysis of the tumor-immune microenvironment of GL261 tumors versus GL261-luc2 tumors found no significant differences in the presence of infiltrating immune cell populations (52).

Defects in antigen presentation machinery have been well-described across a spectrum of human cancer types – including mutations in *TAP1* and *PSMB8* like the ones we observed in CT2A-luc (53). Furthermore, in multiple cancer types such as melanoma (54–57), NSCLC (58), and Merkel cell carcinoma (59), the loss of MHC class I expression and defects in antigen presentation machinery or IFNy-response pathways have been recurrently associated with resistance (both intrinsic and acquired) to immunotherapy. Interestingly, we observed that CT2A-luc also clustered alongside several cutaneous melanoma tumors in transcriptional space. Melanoma is commonly characterized by carcinogen (i.e., ultraviolet light)-induced hypermutation and sensitivity to immune checkpoint inhibitors. However, only 20-50% of patients with advanced melanoma experience durable responses to immune checkpoint inhibitors (60, 61). Multiple mechanisms of immunotherapy resistance in melanoma have been elucidated (62), among them being MHC class I downregulation in conjunction with de-differentiation (including mesenchymal differentiation and angiogenesis upregulation) that have been associated with innate and acquired resistance to PD-1 checkpoint blockade (57, 63).

We found that CT2A-luc intrinsically shared these mechanisms, but we also observed that exogenous IFN-γ treatment could at least partially restore MHC class I expression in CT2A-luc – suggesting that select multi-pronged immunotherapeutic strategies may overcome CT2A’s inherent resistance to immunotherapy. Indeed, when PD-1 and CTLA-4 inhibitors were combined, we noted a modest therapeutic benefit in CT2A-luc tumor-bearing mice. In light of these findings, investigation of therapeutic combinations that address CT2A’s distinctive processes, such as immune contexture (e.g. myeloid-targeting immunotherapies), angiogenesis (e.g. bevacizumab), and mesenchymal phenotype (e.g. ritanserin) may help identify strategies that translate to the treatment of analogous cancer types in humans. Other studies have reported success with such combination approaches in CT2A, including PD-(L)1 inhibition with either adjuvanted neoantigen vaccination, bacterial antigen-armed oncolytic measles virotherapy, GITR agonist, or ectopic VEGF-C expression (17, 21, 64, 65). Building on our results, future studies that functionally dissect the individual contribution of each of the features detailed herein to CT2A’s overall resistance to immunotherapy will be informative. In particular, the enhancement of IFN-γ signaling warrants additional study for multi-modal therapeutic strategies in both CT2A and the human cancer contexts that it models. To overcome the obstacles posed by the blood-brain barrier, half-life in the interstitial fluid, and targeted localization to the tumor environment, such studies likely need to incorporate novel drug delivery technologies (e.g. convection-enhanced delivery, encapsulation in microspheres/nanoparticles, IFN-γ protein vs. mRNA delivery, etc.) or stimulation of IFN-γ release from existing cells in the tumor microenvironment. Pre-implantation stimulation of CT2A cells with IFN-γ also faces experimental challenges that should be taken into consideration, including if IFN-γ exposure leads to MHC class I upregulation *in vitro*, those CT2A tumors may be less likely to engraft in health mice and the effects of IFN-γ may only be transient.

Taken together, our findings indicate that although the clinical contexts that can be modeled by GL261 and CT2A for huGBM are limited, CT2A-luc may provide an informative preclinical model in immuno-oncology for investigating therapeutic strategies that can overcome immunotherapy resistance of cancers due to antigen presentation machinery loss, upregulated angiogenesis, and mesenchymal differentiation.

## Data availability statement

WES data were deposited to the SRA repository (PRJNA1056465) and RNA sequencing data were deposited to the GEO repository (GSE215123). Mass spectrometry data were deposited to the ProteomeXchange Consortium via the PRIDE partner repository as PXD036720.

## Ethics statement

Ethical approval was not required for the study involving humans in accordance with the local legislation and institutional requirements. Written informed consent to participate in this study was not required from the participants or the participants’ legal guardians/next of kin in accordance with the national legislation and the institutional requirements. The animal study was approved by Dana-Farber Cancer Institute and Harvard Medical School Animal Care and Use Committees. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JI: Writing – original draft, Writing – review & editing, Conceptualization, Data curation, Formal analysis, Investigation, Methodology. NR: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Software, Validation, Visualization, Writing – review & editing. RA: Conceptualization, Formal analysis, Investigation, Writing – review & editing, Data curation. EP: Conceptualization, Investigation, Writing – review & editing, Data curation, Formal analysis, Methodology. PG: Conceptualization, Formal analysis, Investigation, Supervision, Visualization, Writing – review & editing, Data curation. MN: Conceptualization, Data curation, Formal analysis, Investigation, Visualization, Writing – original draft, Writing – review & editing, Validation. MS: Formal analysis, Investigation, Visualization, Writing – review & editing, Conceptualization, Data curation, Methodology. BE: Investigation, Writing – review & editing, Data curation, Validation. KS: Investigation, Writing – review & editing, Data curation. RP: Investigation, Writing – review & editing, Data curation, Formal analysis, Methodology. MD: Investigation, Writing – review & editing, Formal analysis, Methodology. SK: Investigation, Writing – review & editing, Formal analysis. KY: Investigation, Writing – review & editing, Formal analysis, Methodology. GB: Investigation, Writing – review & editing, Formal analysis, Methodology. RJ: Investigation, Writing – review & editing, Supervision. MS: Investigation, Writing – review & editing, Methodology, Supervision. DN: Supervision, Writing – review & editing, Methodology. FW: Methodology, Supervision, Investigation, Writing – review & editing, Conceptualization. EC: Investigation, Writing – review & editing, Conceptualization, Data curation, Funding acquisition, Methodology, Resources. GF: Investigation, Writing – review & editing, Conceptualization, Funding acquisition, Methodology, Resources, Supervision. AS: Investigation, Writing – review & editing, Conceptualization, Funding acquisition, Methodology, Resources, Supervision. CW: Conceptualization, Funding acquisition, Investigation, Methodology, Project administration, Supervision, Visualization, Writing – original draft, Writing – review & editing, Resources. DR: Conceptualization, Data curation, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

# Supplementary material for: Antigen presentation deficiency, mesenchymal differentiation, and resistance to immunotherapy in the murine syngeneic CT2A tumor model
**Source:** Front Immunol. 2023 Dec 28;14:1297932. doi: 10.3389/fimmu.2023.1297932
**Supplement:** Supplementary file 3

**Supplemental Antibodies Table**

| **Antibody (dilution)** | **Source** | **Identifier** |
| --- | --- | --- |
| VEGF (1:50) | Thermo Fisher Scientific | Cat#MS-1467-P |
| Collagen III (1:500) | Abcam | Cat#Ab7778 |
| PD-L1 (1:100) | Cell Signaling | Cat#13864 |
| GFAP (1:1000) | Dako | Cat#Z0334 |
| CA-IX (1:1000) | Abcam | Cat#Ab15086 |
| Collagen I (1:125) | Abcam | Cat#Ab21286 |
| HABP (7.5ug/ml) | Millipore | Cat#385911 |
| H-2Kb (1:100) | BioLegend | Cat#116507 |
| H-2Db (1:100) | BioLegend | Cat#111513 |
| I-A/I-E (1:100) | BioLegend | Cat#107611 |
| β2-Microglobulin (1:100) | BD biosciences | Cat#745291 |
| Rat IgG2b, κ Isotype Ctrl (1:100) | BioLegend | Cat#400609 |
| Mouse IgG2a, κ isotype Ctrl (1:100) | BioLegend | Cat#400212 |
| Mouse IgG2b, κ isotype Ctrl (1:100) | BioLegend | Cat#400320 |
| PD-1 | Gordon Freeman | 332.8H3 |
| IgG1 isotype control | BioXCell | MOPC21 |
| CTLA-4 | BioXCell | 9D9 |
| OX40 | BioXCell | OX-86 |
| IgG1 clone isotype control | BioXCell | HRPN |
| Tap1 (1:1000) | Proteintech | Cat#111114-1-AP |
| β-2 microglobulin (1:1000) | Thermo Fisher Scientific | Cat #701250 |
| Psmb9 (i.e., LMP2; 1:1000) | Thermo Fisher Scientific | Cat#14544-4-AP |
| Tapbp (i.e., Tapasin; 1:1000) | Cell Signaling | Cat#88644S |
| β-actin (1:5000 dilution) | Cell Signaling | Cat#5125S |
| rabbit secondary antibody | GE Healthcare | Cat#NA934 |

How the deposited data were processed for this re-analysis (not part of the article)

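RNA sequencing of ex vivo tumors of the murine glioma lines GL261 and CT2A was analysed: 4 bulk GL261-luc2 and 4 bulk CT2A-luc tumors (Cohort A), sorted tumor cells of 4 GL261 and 3 CT2A tumors (Cohort B), and sorted cells of neurosphere-derived tumors, 3 of GL261 and 5 of CT2A. The authors quantified reads with Salmon against the mm10 (GRCm38) transcriptome. The deposited Salmon tables hold estimated reads per transcript, which are not normalized, TPM, which Salmon scaled to transcript length and depth, and effective transcript lengths. For the bulk tumors and the sorted cells of adherent lines, the deposited tables also hold expected counts per gene, not normalized, which the authors made with STAR 2.7.7a and RSEM 1.3.3. Proteomic, exome, flow cytometric and in vitro data were not analysed here, and human tumors were not used here.

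Estimated reads of 116546 transcripts in 23 libraries were summed per gene over 35576 genes and rounded to whole counts. Genes were assigned by the RSEM tables of the study, and for 85 transcripts by the annotation; 180 transcripts without a gene were left out, which held 0.0413 to 0.152% of a library's reads. Depth per library is given at each experiment. In each comparison, genes with a mean TMM-normalized count above 10 were kept, after the paper's minimum for normalized counts, and CT2A was tested against GL261 with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, robust dispersion) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper used DESeq2 1.30.1; DESeq2 1.42.0 was run here as an alternative. Standard errors of log2 fold changes were derived from the log2 fold change and the F statistic. Normalized counts are TMM-normalized and given as mean ± SD over libraries. Where a group had no reads in any library, folds are lower bounds against 3 counts per library, which cover counting error only.

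Lists of 33 pathways, complexes, cell type markers and genes named in the paper were written by hand from known membership before the data were examined; they are not the gene sets of the paper. Of these, 32 were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of the comparison, and again with the correlation estimated for each list. Lists were also tested with fgsea 1.28.0 on genes ranked by signed log10 p, as in the paper, and without the genes that another list holds. Marker scores were the mean log2(CPM + 1) of a list's genes per library, compared by two-sided exact permutation tests and adjusted over 14 cell types. Genes named in the text follow a rule fixed in advance: in each comparison the 6 highest and 6 lowest log2 fold changes among genes past the threshold with at least 10 CPM in the higher group and no overlap between groups, every gene of the list of genes named in the paper, and per list up to 4 higher and 4 lower members with the smallest p; some were left out for length, and genes outside the rule are marked where they appear.

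Whether the difference between the lines itself differed between bulk tumors and sorted cells, or between neurosphere-derived and adherent tumors, was tested as an interaction in a joint fit of 4 groups. Expression by chromosome was the median log2 fold change of a chromosome's genes minus that of all autosomal genes. The alternatives were DESeq2, DESeq2 size factors in edgeR, no minimum count, the filterByExpr minimum of edgeR, an offset for effective transcript length, RSEM expected counts (bulk tumors and sorted cells), all 6 groups in 1 fit, an added minimum absolute log2 fold change of 1, TPM in place of CPM and a pseudocount of 0.1 for marker scores, a minimum of 10 CPM, and each library left out in turn. The workflow was tested on simulated data with 200 changed genes per design, where 3, 9 and 2 unchanged genes were called in the bulk, sorted and neurosphere designs among 16297, 13645 and 13612 genes. Tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The cell type estimates made by the paper with mMCP were not used here. Some items are not reported here.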

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

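The fit with GL261 libraries thinned to the CT2A depth, the fits with a neuronal or a macrophage marker score as a covariate and the test of the number of implanted cells were chosen only after the libraries had been seen; the other tests of this part were planned.

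In 5 of 68 groups of libraries and measures tested with Dixon's ratio, the highest or lowest library stood apart from the others at the 95% level; chance alone sets apart about 1 in 20 such groups. They were a B cell marker score of 1.10 in a GL261-luc2 bulk tumor (replicate 417), a depth of 9.85 M reads in a CT2A-luc bulk tumor (replicate 48), a dendritic cell score of 1.71 in a CT2A-luc bulk tumor (replicate 39), and, in the same neurosphere-derived CT2A library (replicate 60), a neuron score of 2.10 and an oligodendrocyte score of 3.14.

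The difference between the lines itself differed between bulk tumors and sorted cells at 2135 of 15845 genes, 1216 more positive and 919 more negative in sorted cells (edgeR quasi-likelihood test of the interaction). That balance turned with DESeq2 (1281 and 1460) and without sorted GL261 replicate 82 (789 and 867) or 84 (787 and 873). By camera with the preset correlation, this difference was toward higher in CT2A for the EMT list (adjusted p = 0.0144) and collagens (0.00283). It was toward lower for neural stem and glial identity (3.57e-07), interferon-α (1.94e-06), interferon-γ (2.63e-06), MHC class II (4.84e-04), hypoxia (0.00289), epithelial markers (0.00799), MHC class I (0.0403) and JAK/STAT members (0.0424). Markers of other cells moved with it, oligodendrocyte (0.00114) and endothelial markers (0.00323) toward lower and microglia markers (0.012) toward higher. Subline, sort, read length and sequencer differ between these samples along with the tissue. In bulk tumors the lines also differed in depth and in implanted cells (100000 GL261-luc2 and 25000 CT2A-luc, against 200000 in both sorted groups). What the difference comes from therefore cannot be told apart.

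The difference between the lines differed between neurosphere-derived and adherent tumors at 922 of 13824 genes, 134 more positive and 788 more negative in neurosphere-derived tumors. It was toward lower in CT2A for the EMT list (adjusted p = 4.25e-04), angiogenesis (adjusted p = 4.20e-04), interferon-γ (adjusted p = 4.77e-04), the inflammatory response (adjusted p = 1.62e-14) and macrophage markers (adjusted p = 4.67e-15), by camera with the preset correlation. Other lists toward lower were chemokines (2.93e-05), MHC class II (5.98e-04), neural stem and glial identity (0.0106), JAK/STAT members (0.0323), collagens (0.0355) and checkpoint genes (0.0433), and proliferation genes were toward higher (0.00522). Markers of microglia (1.13e-04), monocytes (1.71e-04), neurons (0.006), astrocytes (0.0106), pericytes (0.0106), endothelial cells (0.0486) and erythroid cells (0.0486) were toward lower as well. The count was 261 without neurosphere-derived GL261 replicate 89, 457 without replicate 90, 266 without sorted CT2A replicate 71 and 613 without neurosphere-derived CT2A replicate 57.

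Genes of neural stem and glial identity and epithelial markers are outside the gene groups for which the paper's text reports RNA. The former had median log2 fold changes of -0.97 in bulk tumors, -2.56 in sorted cells and -3.13 in neurosphere-derived tumors, and the latter -0.38 in bulk tumors, where the list did not pass (camera adjusted p = 0.0996), -6.22 in sorted cells and -6.66 in neurosphere-derived tumors.

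In bulk tumors 3839 genes differed between the lines while depth also differed between them. With GL261 libraries thinned to the CT2A depth, 89.4% of these genes stayed past the threshold in the same direction, which argues against depth as the cause of most of the difference. With the neuronal marker score as a covariate, 100.0% stayed (3839 genes, with 6585 past the threshold in all). Shuffled scores, 5 in all, kept 2529 to 3630 of them. The neuronal score did not itself differ between the lines (two-sided exact permutation test, p = 0.714), so adding it could hardly remove a line difference. The fit therefore does not decide on the share of brain tissue. Of the 35 splits of the libraries into groups of 4, only 1, the real split, gave as many genes, and the highest of the others gave 0, so that chance can be excluded. The lines also differed in the number of implanted cells, but both sorted groups had 200000, and of 3559 genes changed in bulk tumors and tested in sorted cells, 81.15% (2888) were past the threshold in the same direction there and 20 in the opposite one, which argues against that number as the cause for those 2888; it stays open for the other 951, and what in the lines differs was not tested.

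In sorted cells 7000 genes differed between the lines, and transcripts of immune cells were present. With the macrophage marker score as a covariate, 98.7% of the 7000 stayed past the threshold in the same direction. That score did not itself differ between the lines past the threshold (two-sided exact permutation test, p = 0.457). Adding it could therefore hardly remove a line difference, and the fit does not decide on macrophages. Scores of B, T and NK cells, oligodendrocytes and endothelial cells were not used as covariates, so that these cells were not tested. Of 35 splits, only 1, the real split, gave as many genes, so that chance can be excluded; the highest of the others gave 987, and it set GL261 replicate 81 with the CT2A libraries. Among neurosphere-derived tumors 1 of 56 splits, the real split, gave as many genes as the real 8182, and the highest other gave 0, so that chance can be excluded there too. What in the lines differs was not tested.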

How the results depend on the processing

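The fits with thinned libraries and with a neuronal or macrophage marker score as a covariate were chosen after seeing the data. No paired analysis was possible because the replicate numbers are not shared between the groups. Over all alternatives, list tests kept their side of the threshold and direction in 1627 cases, lost it in 86 and gained it in 14; tests of named genes kept it in 7241 cases, lost it in 250, gained it in 47 and reversed in 1, where a change of sign was counted only if either value passed the threshold. Marker scores kept it in 334 cases, lost it in 70 and gained it in 2. The 70 are 10 scores of neurosphere-derived tumors with 1 library left out, where all kept their sign. The smallest p that the design allows is higher there (0.0476 without a GL261 and 0.0286 without a CT2A library), so that the losses without a GL261 library say nothing about stability. In bulk tumors and sorted cells no score passed after adjustment. With all libraries the smallest p is 0.0286 in both, which passes adjustment over 14 cell types only if many scores reach it together. Cases kept in bulk tumors and sorted cells therefore say little about stability. The counts of genes past the threshold stayed within 1.5 times the reported count in 42 cases and moved by more in 7; the tests of a difference between designs moved by more in 20 cases and stayed in 52. Of simulated changes of 2-fold among 200 changed genes, 8% were recovered in the bulk, 28% in the sorted and 47% in the neurosphere design; in the real comparisons, where more genes passed, 1619, 2575 and 3219 of the genes past the threshold had an absolute log2 fold change of at most 1. RSEM expected counts were not run for neurosphere-derived tumors.

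With an added minimum absolute log2 fold change of 1, the counts were 2220, 4425 and 4963 genes in bulk tumors, sorted cells and neurosphere-derived tumors, fewer because the criterion is stricter. With the neuronal marker score as a covariate, 6585 genes passed in bulk tumors, where the common dispersion fell from 0.145 to 0.0434, and the MHC class I list had an adjusted p of 0.0614; the cause was not tested. With 1 library left out, the bulk count ran from 2474 to 4777, below the limit of 1.5 times without GL261 replicate 414 (2558) and CT2A replicates 39 (2474) and 40 (2557). Leaving out 1 library gave 5556 to 8922 genes in sorted cells and 6894 to 9110 in neurosphere-derived tumors. In sorted cells more genes were lower than higher under every alternative run, whereas the balance turned in bulk tumors (1881 higher and 1958 lower, but 2617 and 2077 with all 6 groups in 1 fit) and in neurosphere-derived tumors (4118 and 4064, but 4264 and 4820 with DESeq2).

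With an estimated correlation, which widens the variance of a list's mean, these lists no longer passed. In bulk tumors the adjusted p was 0.105 for EMT, 0.287 for TGF-β, 0.713 for hypoxia and for interferon-α, and 0.999 for interferon-γ and MHC class I; angiogenesis held. In sorted cells it was 0.185 for EMT, angiogenesis, interferon-α and interferon-γ, and 0.41 for TGF-β and MHC class I. In neurosphere-derived tumors it was 0.438 for EMT, 0.371 for TGF-β and MHC class I, 0.298 for both interferon lists and 0.34 for the inflammatory response.

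Without genes shared between lists, which leaves fewer genes, the adjusted p was 0.468 for angiogenesis, 0.128 for hypoxia, 0.443 for interferon-γ and 0.311 for MHC class I in bulk tumors. It was 0.899 for angiogenesis, 0.0787 for interferon-γ and 0.168 for MHC class I in sorted cells, and 0.125 for MHC class I in neurosphere-derived tumors. EMT, TGF-β and interferon-α held in all 3 comparisons under this setting. Leaving out 1 library gave an adjusted p of 0.00371 to 0.0681 for hypoxia in bulk tumors (0.0681 without GL261 replicate 412), 3.44e-04 to 0.0519 for MHC class I in bulk tumors (0.0519 without GL261 replicate 405) and 0.0221 to 0.0747 for TGF-β in neurosphere-derived tumors (0.0747 without GL261 replicate 90). The cause was not tested.

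The test of the difference between neurosphere-derived and adherent tumors gave 1542 genes with DESeq2 and 261 to 1267 with 1 library left out (261 without neurosphere-derived GL261 replicate 89, 457 without replicate 90, 266 without sorted CT2A replicate 71 and 613 without neurosphere-derived CT2A replicate 57); the cause was not tested. Over genes with at least 10 CPM in both comparisons, the correlation of log2 fold changes across genes was 0.798 for bulk tumors and sorted cells, 0.717 for bulk and neurosphere-derived tumors and 0.899 for sorted cells and neurosphere-derived tumors, against 0.753, 0.663 and 0.868 over all genes tested. The pseudogene Rps3a2 had no reads in sorted CT2A cells and was at least 305.5-fold lower there by Salmon, with 3 counts per library as the floor, but had a log2 fold change of 0.0551 by RSEM; the cause was not tested.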

Differences from the paper's values

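For Ifngr2 in sorted cells the paper's adjusted p is 5.38E-10, and the value here is 1.19e-04. For Cd274 in sorted cells the paper's adjusted p is 5.44E-13, and the value here is 2.00e-04. The paper's sorted comparison had 5 GL261 and 3 CT2A mice (Figure 3C), and the groups here are 4 GL261 and 3 CT2A libraries. None of the alternatives set before the data were examined brought either within 1.5 times the paper's value; DESeq2 gave 1.28e-13 for Ifngr2 and 7.26e-15 for Cd274.

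The paper states that WNT signaling was enriched in CT2A tumors in both Cohorts and in neurosphere-derived tumors. The WNT list used here, which is not the paper's gene set, did not pass in any of the 3 comparisons by camera (adjusted p = 0.647 in bulk tumors, 0.497 in sorted cells and 0.309 in neurosphere-derived tumors) or by fgsea on the paper's ranking (0.736, 0.531 and 0.156), nor under any other alternative run (0.156 to 0.999). In bulk tumors 8 of the 39 WNT genes tested were higher and 7 lower. The WNT transcription factors Lef1 and Tcf7 were higher in CT2A there (log2 fold changes 2.37 and 1.56), whereas the ligand Wnt6 was lower.

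The paper states that only the interferon-α and interferon-γ sets were consistently lower in CT2A-luc in both Cohorts, by RNA and by protein. Only RNA was analysed here, so that further lists lower by RNA alone do not contradict it. Both interferon lists were lower here in both. The lists of MHC class I genes (adjusted p = 0.0104 and 1.06e-04 by camera) and of neural stem and glial identity (0.00146 and 7.24e-09) were lower in both as well. These lists are not the paper's gene sets, and with an estimated correlation only that of neural stem and glial identity in sorted cells passed (0.0392). Without genes shared with other lists, MHC class I passed in neither (0.311 and 0.168) and neural stem and glial identity in both (0.00224 and 2.1e-07). By fgsea on the paper's ranking, MHC class I passed in both (0.00641 and 0.00278). Neural stem and glial identity had 0.0664 in bulk tumors and 0.00986 in sorted cells by fgsea.

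The paper states that Tapbp was lower in CT2A-luc bulk tumors at the threshold. Here the adjusted p of Tapbp was 0.0559 with a log2 fold change of -0.92, while Psmb8, Psmb9, Tap1 and Tap2 passed. Tapbp passed with DESeq2 (0.013), DESeq2 size factors in edgeR (0.0453), no minimum count (0.0384) and all 6 groups in 1 fit (0.0111), without GL261 replicate 412 (0.0133) or CT2A replicate 47 (0.0473), and with the neuronal marker score as a covariate (0.0274), an alternative chosen after seeing the values, under which Psmb8, Psmb9, Tap1 and Tap2 also passed. Over all alternatives its adjusted p ran from 0.0111 to 0.139. In sorted cells it passed (0.0012).

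The paper states that expression of H2-D1, H2-K1 and B2m was similar between the lines. In bulk tumors the adjusted p of the 3 genes was 0.193 for B2m, 0.879 for H2-K1 and 0.808 for H2-D1. In sorted cells B2m was lower in CT2A (adjusted p = 0.0441), but not past the threshold without a minimum count (0.0565), without GL261 replicate 84 (0.0964) or without any 1 of CT2A replicates 69, 70 and 71 (0.11 to 0.13), over a range of 0.0232 to 0.13. H2-K1 had an adjusted p of 0.05004 (0.0133 to 0.161 over the alternatives); it was lower past the threshold with DESeq2 (0.027), RSEM expected counts (0.0395) and all 6 groups in 1 fit (0.044), without GL261 replicate 81 (0.0133) or 83 (0.0381), and with the macrophage marker score as a covariate (0.04), an alternative chosen after seeing the values. H2-D1 had an adjusted p of 0.0961 (0.0499 to 0.253) and passed without GL261 replicate 81 alone. The groups were 5 GL261 and 3 CT2A mice in the paper (Figure 3C) and 4 and 3 libraries here.

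The paper states that Ccl22 was higher in CT2A-luc bulk tumors. Here its log2 fold change was 0.52 with an adjusted p of 0.383, and it did not pass under any alternative run (0.13 to 0.73). The direction was the paper's.

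The paper states that monocytes were a greater share of CT2A-luc tumors. The monocyte marker score used here, another measure than the paper's estimate, was higher in CT2A-luc by 0.37 without passing (two-sided exact permutation test, p = 0.143).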

Other observations

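The tests of single chromosomes, the rules by which the count of chromosomes was read and the statements on Noct were chosen only after the values had been seen; the other tests of this part were planned.

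Sox10 and Olig2, transcription factors of the oligodendrocyte lineage, were lower in CT2A in bulk tumors, sorted cells and neurosphere-derived tumors. Sox10 had 537 ± 179 (SD, n = 4) normalized counts in CT2A-luc and 10603 ± 4006 (SD, n = 4) in GL261-luc2 bulk tumors (log2 fold change -4.30, standard error 0.40, adjusted p = 4.46e-04 by edgeR), and 5.89 ± 1.84 (SD, n = 3) against 8262 ± 1616 (SD, n = 4) in sorted cells (-10.43, standard error 0.31, adjusted p = 4.75e-07 by edgeR). Olig2 was lower in bulk tumors by a log2 fold change of -3.00 (standard error 0.39) and in sorted cells by -8.70 (standard error 0.31), and in neurosphere-derived tumors the log2 fold changes of Sox10 and Olig2 were -12.67 (standard error 0.30) and -11.48 (standard error 0.39), whereas Sox9, a factor of glial and neural crest cells, was higher in sorted cells (5.29, standard error 0.34). Of 15 genes of neural stem and glial identity tested in bulk tumors, 2 were higher, 7 lower and 6 not past the threshold (2 and 7 over the list alone; camera adjusted p = 0.00146, adjusted p = 0.172 with an estimated correlation); of 14 in sorted cells, 2 were higher, 10 lower and 2 not past it (2 and 10 over the list alone; camera adjusted p = 7.24e-09, adjusted p = 0.0392 with an estimated correlation). In neurosphere-derived tumors, 2 of 14 were higher, 10 lower and 2 not past it (3 and 10 over the list alone; camera adjusted p = 1.3e-05, adjusted p = 0.34 with an estimated correlation). The oligodendrocyte marker score differed by -1.97 in sorted cells (two-sided exact permutation test, p = 0.0286, adjusted p = 0.2).

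The keratin Krt8 had log2 fold changes of -4.30 in bulk tumors (standard error 0.74) and -8.32 in sorted cells (standard error 0.66), and Epcam -5.76 (standard error 0.86) and -6.69 (standard error 0.46). Of 5 epithelial markers tested, 2 were lower and 3 not past the threshold in bulk tumors (2 over the list alone; camera adjusted p = 0.0996), and 4 were lower and 1 not past it in sorted cells (4 over the list alone; camera adjusted p = 0.00698, adjusted p = 0.217 with an estimated correlation). The EMT transcription factor Snai2 had 178 ± 39.4 (SD, n = 4) against 8.31 ± 3.04 (SD, n = 4) normalized counts in bulk tumors (4.40, standard error 0.35, adjusted p = 2.56e-04 by edgeR), and Twist2 265 ± 59.3 (SD, n = 4) against 4.46 ± 2.64 (SD, n = 4; 5.86, standard error 0.48, adjusted p = 3.05e-04 by edgeR). Of 8 EMT transcription factors tested in bulk tumors, 4 were higher and 4 not past the threshold (4 over the list alone; camera adjusted p = 0.0014, adjusted p = 0.181 with an estimated correlation). All 7 MHC class II genes tested in sorted cells were lower in CT2A (7 over the list alone; camera adjusted p = 1.34e-04, adjusted p = 0.339 with an estimated correlation), such as H2-DMb1 (-2.41, standard error 0.17, adjusted p = 1.51e-05 by edgeR). Of 23 proliferation genes in neurosphere-derived tumors, 12 were higher, 1 lower and 10 not past the threshold (12 and 1 over the list alone; camera adjusted p = 0.0358, adjusted p = 0.533 with an estimated correlation), such as Ccna2 (1.09, standard error 0.14, adjusted p = 1.10e-04 by edgeR). In the same libraries 10 of 14 marker scores of other cells were lower in CT2A. Among them were those of oligodendrocytes (-3.07), macrophages (-2.75), erythroid cells (-2.34), endothelial cells (-2.13) and astrocytes (-1.49). Each had p = 0.0179 by a two-sided exact permutation test and an adjusted p = 0.025. In GL261, 1773 of 13824 genes differed between neurosphere-derived and adherent tumors (1369 higher and 404 lower in neurosphere-derived ones), and 894 without neurosphere-derived replicate 89. The lower ones were 872 with DESeq2, 835 without sorted GL261 replicate 81 and 709 without neurosphere-derived CT2A replicate 57, and 174 to 835 over all libraries left out in turn. Markers of macrophages (camera adjusted p = 2.69e-18), microglia (3.06e-06), monocytes (1.46e-04), NK cells (5.74e-04) and erythroid cells (0.00543) were toward higher in those neurosphere-derived GL261 tumors. In CT2A, 130 of 13824 genes differed in the same way (30 higher and 100 lower), with 415 by DESeq2 and 9 to 291 with 1 library left out, within 1.5 times of 130 only without sorted GL261 replicate 83 (94) or 84 (102). There markers of neurons (4.61e-09), astrocytes (3.01e-06), pericytes (0.00409), oligodendrocytes (0.00642) and endothelial cells (0.032) were toward lower in neurosphere-derived tumors. In neurosphere-derived tumors, Ifngr1 had a log2 fold change of -0.61 (standard error 0.43, adjusted p = 0.246 by edgeR) and Ifngr2 of 0.12 (standard error 0.11, adjusted p = 0.374); Ifngr1 had -0.20 (adjusted p = 0.737) without GL261 replicate 89 and -1.09 (adjusted p = 0.00237) without CT2A replicate 59.

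The copy number that the paper reports for whole chromosomes could account for part of the line difference if genes on gained chromosomes are higher. Of 9 chromosomes with a reported change (chromosome 19 read by eye from Figure 2E), 8 in bulk tumors, 7 in sorted cells and 8 in neurosphere-derived tumors had a relative median on the side that copy number predicts; the count was 8 under each alternative run in bulk tumors, and it fell to 7 in neurosphere-derived tumors over genes with at least 10 CPM and without GL261 replicate 89 or 91 or CT2A replicate 58 or 60. Of the 8 in bulk tumors, chromosomes 10, 15, 16 and 19 passed by camera with the preset correlation (adjusted p = 2.05e-05 to 0.0105), chromosomes 5, 8, 11 and 12 did not (0.112 to 0.343), and none did with an estimated correlation (0.371 to 0.784), against chromosome 19 in sorted cells (0.0168) and chromosomes 10 and 19 in neurosphere-derived tumors (0.0416 and 0.00233), so that the count leaves the hypothesis open in each of the 3 comparisons. Chromosome 14, reported as lost in GL261, argues against the hypothesis for its own genes alone, which were lower in CT2A. Their relative median was -0.84 in sorted cells (camera adjusted p = 1.98e-08, adjusted p = 0.0178 with an estimated correlation). It was -0.84 in neurosphere-derived tumors (1.71e-08, and 0.0426 with an estimated correlation). In bulk tumors it was -0.28 (0.00598, but adjusted p = 0.538 with an estimated correlation, which leaves bulk tumors open). Chromosome 3, for which the paper's text names no change, had relative medians of 0.39, 0.83 and 0.82 in bulk tumors, sorted cells and neurosphere-derived tumors (adjusted p = 0.371, 0.00444 and 0.0426 with an estimated correlation); whether the lines sequenced here carry the reported copy number was not tested.

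Genes from Ifng to the distal end of chromosome 10 (118441046 to 130592705), taken to stand for the segment with Ifng that the paper reports as lost in CT2A-luc, had a median log2 fold change of -0.67 over 122 genes in bulk tumors, -1.09 over 102 in sorted cells and -0.93 over 101 in neurosphere-derived tumors, against -0.28, -0.37 and -0.25 on the rest of the chromosome. Of 10000 random windows, 0.43%, 0.17% and 1.61% were as low. Chromosome 10 as a whole was also lower in CT2A, with relative medians of -0.29, -0.50 and -0.36. The paper reports it as gained in GL261-luc2. The share of windows does not by itself separate that shift from a loss of the segment. The region from the type I interferon cluster to Cdkn2b on chromosome 4 held only 8, 4 and 4 tested genes, and 8.49%, 5.25% and 11.1% of windows were as low. Cdkn2b had no reads in sorted CT2A cells and was at least 41.16-fold lower there, with 3 counts per library as the floor.

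Noct took 0.48 to 2.59% of a library's reads by Salmon over 23 libraries and 0.0027 to 0.0072% by RSEM over the 15 libraries with such counts; the cause was not tested.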
